# Multiple Myeloma Cells Alter Adipogenesis, Increase Senescence-Related and Inflammatory Gene Transcript Expression, and Alter Metabolism in Preadipocytes

**DOI:** 10.3389/fonc.2020.584683

**Published:** 2021-02-18

**Authors:** Heather Fairfield, Samantha Costa, Carolyne Falank, Mariah Farrell, Connor S. Murphy, Anastasia D’Amico, Heather Driscoll, Michaela R. Reagan

**Keywords:** myeloma, bone marrow, adipocytes, senescence, microarray, mesenchymal stromal cells (MSCs), preadipocytes

## Abstract

Within the bone marrow microenvironment, mesenchymal stromal cells (MSCs) are an essential precursor to bone marrow adipocytes and osteoblasts. The balance between this progenitor pool and mature cells (adipocytes and osteoblasts) is often skewed by disease and aging. In multiple myeloma (MM), a cancer of the plasma cell that predominantly grows within the bone marrow, as well as other cancers, MSCs, preadipocytes, and adipocytes have been shown to directly support tumor cell survival and proliferation. Increasing evidence supports the idea that MM-associated MSCs are distinct from healthy MSCs, and their gene expression profiles may be predictive of myeloma patient outcomes. Here we directly investigate how MM cells affect the differentiation capacity and gene expression profiles of preadipocytes and bone marrow MSCs. Our studies reveal that MM.1S cells cause a marked decrease in lipid accumulation in differentiating 3T3-L1 cells. Also, MM.1S cells or MM.1S-conditioned media altered gene expression profiles of both 3T3-L1 and mouse bone marrow MSCs. 3T3-L1 cells exposed to MM.1S cells before adipogenic differentiation displayed gene expression changes leading to significantly altered pathways involved in steroid biosynthesis, the cell cycle, and metabolism (oxidative phosphorylation and glycolysis) after adipogenesis. MM.1S cells induced a marked increase in 3T3-L1 expression of MM-supportive genes including *Il-6* and *Cxcl12* (SDF1), which was confirmed in mouse MSCs by qRT-PCR, suggesting a forward-feedback mechanism. *In vitro* experiments revealed that indirect MM exposure prior to differentiation drives a senescent-like phenotype in differentiating MSCs, and this trend was confirmed in MM-associated MSCs compared to MSCs from normal donors. In direct co-culture, human mesenchymal stem cells (hMSCs) exposed to MM.1S, RPMI-8226, and OPM-2 prior to and during differentiation, exhibited different levels of lipid accumulation as well as secreted cytokines. Combined, our results suggest that MM cells can inhibit adipogenic differentiation while stimulating expression of the senescence associated secretory phenotype (SASP) and other pro-myeloma molecules. This study provides insight into a novel way in which MM cells manipulate their microenvironment by altering the expression of supportive cytokines and skewing the cellular diversity of the marrow.

## Introduction

The pathogenesis of multiple myeloma (MM) involves bidirectional interactions of MM cells with bone marrow (BM) resident cells. MM cells often depend on these host cells to provide factors that aid in drug resistance and proliferation. Specifically, MM cells interact with osteoblasts (1–3), osteoclasts (4, 5), osteocytes (6), BM mesenchymal stem cells (MSCs) (7), and bone marrow adipocytes (BMAds) (8, 9), each playing a unique type of supportive role for MM cells. MSCs are a common progenitor for pericytes, osteoblasts, osteocytes, and adipocytes. The differentiation capacity of MSCs is influenced and regulated by many growth factors, canonical WNT signaling (10), and metabolic programming (11). Indeed, high fat diet in mice (11) and obesity in humans (12) have recently been shown to modulate the number of adipocyte progenitors in the marrow, skewing the delicate balance between MSCs, osteoblasts, and BMAds. Interestingly, obesity is also a risk factor for MM development and progression, with obese patients being 20% more likely than non-obese patients to transition from a premalignant stage, monoclonal gammopathy of undetermined significance (MGUS), to overt MM (13, 14). Obesity likely contributes to MM in many ways; for example, Bullwinkle et al. found that conditioned media from white adipocytes from obese patients contained increased IL-6, and when cultured with MM cells, led to increased MM cell survival and adhesion *via* increased STAT-3 (15). Lwin et al. found that diet-induced obesity increased IGF1 levels in mice and created a permissive BM microenvironment for the progression of MM from MGUS (16). Increased levels of BMAds have also been correlated with obesity in human patients (17), suggesting that obesity-associated levels of increased BMAds, likely contribute to an optimal MM microenvironment. Moreover, MM incidence increases with age, and BMAds make up 0% of BM cells in infancy and almost 70% in the elderly (18), again demonstrating a correlation between increased BMAds and MM. Thus, understanding the role of BMAds in MM, and how MM influences BMAds and their progenitors, is crucial for fully understanding MM disease progression and incidence.

The bidirectional relationship between myeloma cells and BMAds is yet to be fully elucidated; however, the data suggest that BMAds typically support myeloma cells. BMAds were previously believed to be inert bystanders, but in recent years, they were found to be intricate and responsive players in the BM microenvironment. BMAds contribute to systemic metabolism (19), bone remodeling (20), and hematopoiesis (21). Several studies have shown that BMAds influence MM cell proliferation, apoptosis, migration, and homing to the marrow (18, 22). Adipocyte-derived factors such as MCP-1/*CCL2* and SDF1α/*CXCL12* are chemotactic factors for myeloma cells (8, 15), while other adipokines promote myeloma proliferation (e.g., leptin/LEP) (18) and resistance to chemotherapies (e.g., leptin/LEP, adipsin/CFD) (9, 23). Recent studies have demonstrated that BMAds are modulated by MM cells (22, 24–26) and that MM-reprogrammed BMAds contribute to myeloma-induced bone disease (27). Myeloma patient-derived MSCs (MM-MSCs) also have alterations in the expression of transcripts involved in MM disease pathogenesis (IL-6) (28) as well as impaired osteogenic capabilities (7, 28–30). Evidence suggests that MM-MSCs have senescent characteristics accompanied by an aberrant secretory profile that may impair bone formation (7, 28, 30). Here we further investigate the adipogenic capacity of patient-derived MM-MSCs and model MM-induced changes in adipogenic progenitors with a co-culture system.

## Material and Methods

### Cell Culture

3T3-L1, human BM MSCs from normal, non-malignant bone marrow (NBM-MSCs), or myeloma patient bone marrow (MM-MSCs) (7), and naïve mouse BM MSCs (mMSCs) were cultured and differentiated as previously described (6). mMSCs were extracted from wild-type mice of C57BL6/J background of approximately 2–3 months of age. All experimental studies and procedures involving mice were performed in accordance with approved protocols from the Maine Medical Center Research Institute (Scarborough, ME, USA) Institutional Animal Care and Use Committee (IACUC), Reagan Laboratory protocol #1812. NBM-MSCs were isolated and utilized for experiments as previously described (31). 5TGM1, MM.1S, RPMI-8226, and OPM-2 cells were cultured as previously described (22, 31). For transwell co-culture experiments, stromal cells were seeded into the bottom of 6- or 24-well plates prior to adipogenic differentiation, allowed to adhere, and grown to 80–100% confluence depending on the cell type. Myeloma cells were then seeded either directly, or into the top of 0.4 µm transwell membranes (Corning; Corning, NY) and cultured for 48 h for indirect co-culture experiments, or allowed to remain in direct co-culture throughout adipogenic differentiation. Lipid droplets from adipocytes *in vitro* were labeled with Oil Red O alone, or in combination with DAPI (Thermo Fisher Scientific, Waltham, MA) and AF488-phalloidin (Invitrogen, Carlsbad, CA) and analyzed as previously described (6). All cell culture reagents were acquired from VWR unless stated.

### Total mRNA Extraction and Quantitative Reverse Transcriptase Polymerase Chain Reaction

Total RNA was harvested in QIAzol and prepared *via* Qiagen miRNEASY Kit with DNase On-column digestion (Qiagen; Hilden, Germany) according to the manufacturer’s protocol. Ribolock (1U/µl; Thermo Fisher Scientific) was added to inhibit RNA degradation in samples processed for microarray. mRNA was quantified and tested for quality and contamination using a Nanodrop 2000 (Thermo Fisher Scientific) and subjected to quality control minimum standards of 260/230 > 2 and 260/280 > 1.8 prior to downstream applications. qRT-PCR experiments were carried out as previously described (6). Ranges of Cq values utilized for qPCR experiments include human mesenchymal stem cells (hMSCs): *ACTB* (22.08–30.84), *PPARG* (25.80–34.45), *CEBPA* (27.62–35.03), *FABP4* (22.30–39.51); mBMSCs: *Actb* (17.56–19.25), *Pparg* (23.48–25.71), *Cebpa* (24.44–27.8), *Fabp4* (18.30–28.81), *Cxcl1* (27.50–34.40), *Cxcl2* (25.03–34.79), *Il6* (32.46–37.57); 3T3L1: *Actb* (18.37–38.15), *Pparg* (22.39–39.05), *Adipoq* (21.09–38.30), *Cxcl12* (19.45–37.30), *Cxcl1* (27.79–39.36), *Il6* (30.09–39.04).

### 3T3-L1 Gene Expression Assessed by Microarray

Total RNA (100 ng) was used for cRNA synthesis, prepared, and purified as previously described (22); 5.5 µg of fragmented single-strand cDNA (GeneChip ® WT PLUS reagent Kit) was purified, labeled, and hybridized prior to injection into Mouse Clariom S arrays, also as previously described (22). Arrays were placed in the Affymetrix® GeneChip® Hybridization Oven 645 and stained with the Affymetrix GeneChip® Fluidics Station 450 prior to scanning (7G Affymetrix GeneChip Scanner 3000). Raw data (Affymetrix CEL files) were imported into the Gene Expression Workflow (Partek Genomics Suite v. 6.17.0918, Partek, St Louis, MO) (GSE143269) and normalized prior to log2 transformation, and differential expression (DE) analysis, as previously described (22), except here a one-way ANOVA was utilized in the DE analysis and DE genes were defined based on an absolute fold change > 1.5 in combination with an unadjusted p-value of 0.05 or less.

Differential expression of functional groups was assessed through Pathway-ANOVA and GO-ANOVA analyses in Partek Genomic Suite, which utilized Kyoto Encyclopedia of Genes and Genomes (KEGG) Pathway and GO term databases, respectively. Both Pathway- and GO-ANOVA were performed on normalized expression data without filtering using the method of moments algorithm. Parameters for the Pathway- and GO-ANOVA analyses were configured such that only pathways with more than two and fewer than 500 genes are considered and only GO-terms with more than two and fewer than 100 genes were considered.

Normalized gene expression values were also subjected to a gene set enrichment analysis (GSEA) using the Java implementation from the Broad Institute (32). Array probe sets were collapsed into gene symbols for the analysis and the chip platform used for annotation was Clariom_S_Mouse.r1.chip available from the annotation directory within the GSEA software. Phenotype labels for treatment (the factor of interest) were “MM.1S” and “Control.” “Diff_of_Classes” was used as the gene ranking metric. Several Molecular Signatures Database Collections (MSigDB v6.1, Dec 2, 2017) were used to identify gene sets significantly enriched in MM.1S vs control cultures for both the preadipocyte and mature adipocyte experiments, including H (Hallmark), C2 (curated gene sets), and C5 (Gene Ontology, GO, gene sets), which contained 50, 3,689, and 4,429 gene sets respectively, when gene set size filters min=15 and max=500 were applied (33). Only those gene sets with a false discovery rate (FDR) < 25% were considered significantly enriched.

### Analysis of External Multiple Myeloma-Mesenchymal Stromal Cells and Normal Bone Marrow-Mesenchymal Stromal Cells Dataset

Microarray gene expression data from Corre et al. (28) was accessed for MSCs derived from non-malignant, normal bone marrow (NBM; n=7) or multiple myeloma (MM; n=6) patient bone marrow. Differentially expressed (DE) genes were determined *via* unpaired, two-tailed t-test for each transcript (p<0.05). Gene relatedness was assessed with a tool for recurring instances of neighboring genes (STRING v11.0), input was limited to significant DE genes with a fold-change ≥|2| (34). Heatmaps were generated using the publicly available Morpheus data visualization tool through the Broad Institute (https://software.broadinstitute.org/morpheus/).

### Analysis of p16 and p21 in Adipogenic Precursors and Adipocytes

Protein from cell lysates was extracted using RIPA buffer (Santa Cruz, 24948) and quantified using DC protein assay kit II (Bio-Rad, 5000112). Each sample was denatured in 4x laemmli buffer (Bio-Rad, 1610747) for 5 minutes at 95°C. Samples were run on 12% polyacrylamide gels (Bio-Rad, 5671043) and transferred onto PVDF membranes (Bio-Rad, 1704156). Primary antibodies anti-p16 (Abcam, ab108349; 5% milk in TBS-T, 3 days), p21 Waf1/Cip1 (Cell Signaling Technology, #2947; 5% BSA in TBS-T, 1 day) and β-tubulin (Cell Signaling Technology, #2146; 5% BSA in TBS-T, 1 day) were used at a 1:1,000 dilution with incubation at 4°C. HRP-linked anti-rabbit IgG (Cell signaling technology, #7074; 5% BSA in TBS-T) was used as the secondary antibody at a 1:5,000 dilution with incubation at 4°C for 24 h.

### Analysis of Secreted Cytokines Following Exposure to Multiple Myeloma Cells

Cell culture conditioned media (CM) was collected from mature naïve adipocytes or MM-adipocytes in culture after 48 (mouse) or 72 (human) hours of incubation and frozen at −20°C. Secreted cytokines in the CM were quantified with either the Mouse Cytokine Array A (R&D; Minneapolis, MN) or the Human Cytokine Array (R&D) per the manufacturer’s instructions.

### *In Vitro* Myeloma Cell Functional Characterization

Myeloma cell number was assessed using bioluminescence (MM.1S, OPM-2) or CellTiter-Glo (5TGM1, RPMI-8226; Promega, City, State). Cells were collected and stained with APC-Annexin V (BioLegend, San Diego, CA) and DAPI (Thermo Fisher Scientific, Waltham, MA) for apoptosis. For proliferation, cells were fixed in fixation buffer (BioLegend) prior to washing and staining with Alexa Fluor 647 anti-human Ki-67 antibody (BioLegend) prior to flow cytometry *via* MACSQuant Analyzer (Miltenyi Biotec, Bergisch Gladbach, Germany). A minimum of 10,000 events were captured and analyzed using FlowJo v.10.1 (Becton, Dickinson & Company, Ashland, OR).

### Statistical Analysis

All graphs were created with GraphPad Prism (version 7); statistical significance was determined by using two-way ANOVA (multiple groups) or Student’s T-test (two groups) unless otherwise stated. For these tests, we made the assumptions that the data had a Gaussian distribution and that they meet the qualifications for a parametric test (normality, equal variance, and independence). All data are expressed as mean ± SEM. For more information, please reference *Supplemental Methods*. Statistical analyses for the microarray data were completed as outlined above.

## Results

### Multiple Myeloma Patient-Derived Mesenchymal Stromal Cells Exhibit Changes in Key Metabolic Genes

We began with a thorough analysis of the publicly available data from Corre et al. (28), investigating relative differences in the gene expression profiles in MSCs from normal bone marrow (NBM) and multiple myeloma (MM) patient bone marrow. We found 224 downregulated genes in MM-MSCs compared to NBM-MSC controls, and 183 of these genes were connected nodes in our gene network analysis (STRINGv11.0, **Supplementary Figure 1A**). In the significantly downregulated genes, we observed significant enrichment of transcripts encoding genes in the cellular differentiation pathway (GO:0030154; FDR<0.05) including the transcription factors forkhead box transcription factors A1 and M1 (*FOXA1*, *FOXM1*), pioneering transcription factors that can enhance or suppress the expression of differentiation and/or proliferation factors (35, 36) as well as lim homeobox 8 (*LHX8*), which is involved in the pro-osteogenic BMP signaling cascade (37). Nine genes specifically involved in osteogenesis were also significantly downregulated including collagen type XI alpha 1 chain (*COL11A1*), the BMP4 antagonist chordin like 1 (*CHRDL1*), insulin like growth factor 1 (*IGF1*), and asporin (*ASPN*) which binds collagen and calcium in cartilage, inducing cartilage mineralization. The leptin receptor (*LEPR*), a known regulator of osteogenic and adipogenic progenitors (38), was also significantly decreased in MM-MSCs compared to controls, suggesting that in addition to impaired osteogenic capacity, as previously described (28), adipogenic capacity may also be impaired in MM-MSCs.

We next created two clusters of transcripts involved in both the KEGG PPAR signaling pathway (**Figure 1A**) and the Hallmark adipogenesis gene set (**Figure 2**) to begin to specifically investigate the effects of MM exposure on lipid metabolism and metabolic homeostasis. Within the PPAR signaling pathway, we observed significantly altered expression of 14 transcripts (associated with nine genes) within this cluster (**Table 1**). Seven out of nine genes were downregulated, including fatty acid desaturase 1 (*FADS1*; **Figure 1B**, **Supplementary Figure 1A**) and fatty acid desaturase 2 (*FADS2*; **Figure 1C**), potentially representing a modulation of the processing of long-chain polyunsaturated fatty acids in MM-MSCs. MM-MSCs exhibited slight but significant increases in acetyl-coA acyltransferase 1 (*ACAA1*), acyl-CoA oxidase 1 (*ACOX1*), and acyl-CoA oxidase 2 (*ACOX2*), which are involved in fatty acid oxidation. These findings led us to hypothesize that MM cells modulate the metabolism of MSCs and may alter their adipogenic differentiation. As previously reported by Corre *et al*., we also confirmed >2 fold increases in two transcripts for angiopoietin like 4 (*ANGPTL4*; **Figure 1D**, **Supplementary Figure 1B**), the expression of which is responsive to peroxisome proliferation activators (28).

**Figure 1:**
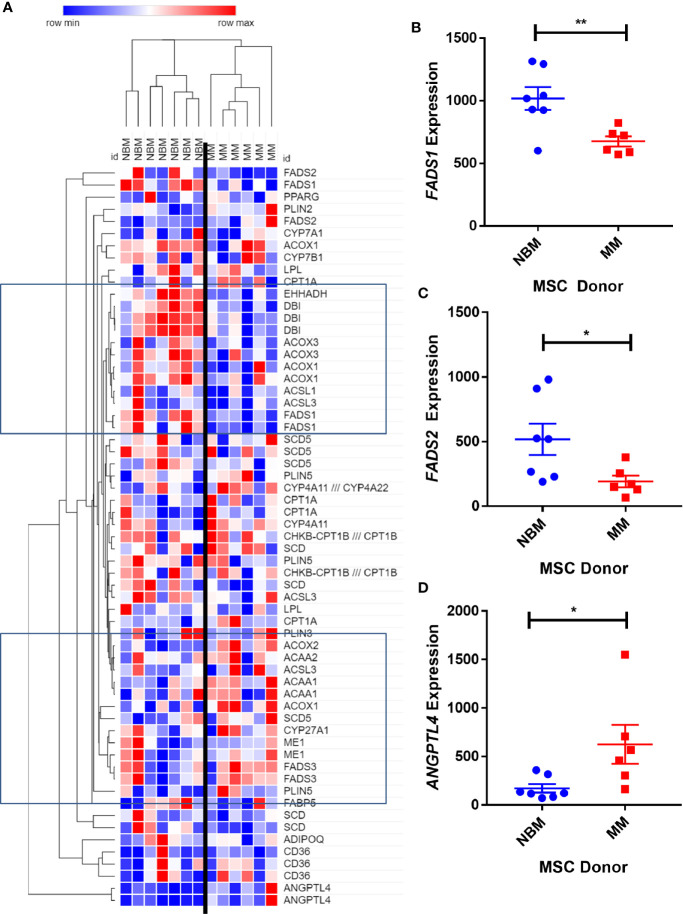
Expression of genes encoding key metabolic proteins in myeloma patient mesenchymal stromal cells (MSCs). Expression of transcripts involved in PPAR signaling Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway **(A)**, in MSCs derived from normal patient bone marrow (NBM) or myeloma patients (MM), graphically demonstrated using Morpheus software (The Broad Institute). Groups of down and upregulated genes can roughly be seen in the top and bottom boxed regions. Reduced gene expression of *FADS1* **(B)** and *FADS2* **(C)** and increased expression of *ANGPTL4* **(D)**. Analysis of publicly available data from Corre *et al*. 2007, *Leukemia*.

**Figure 2:**
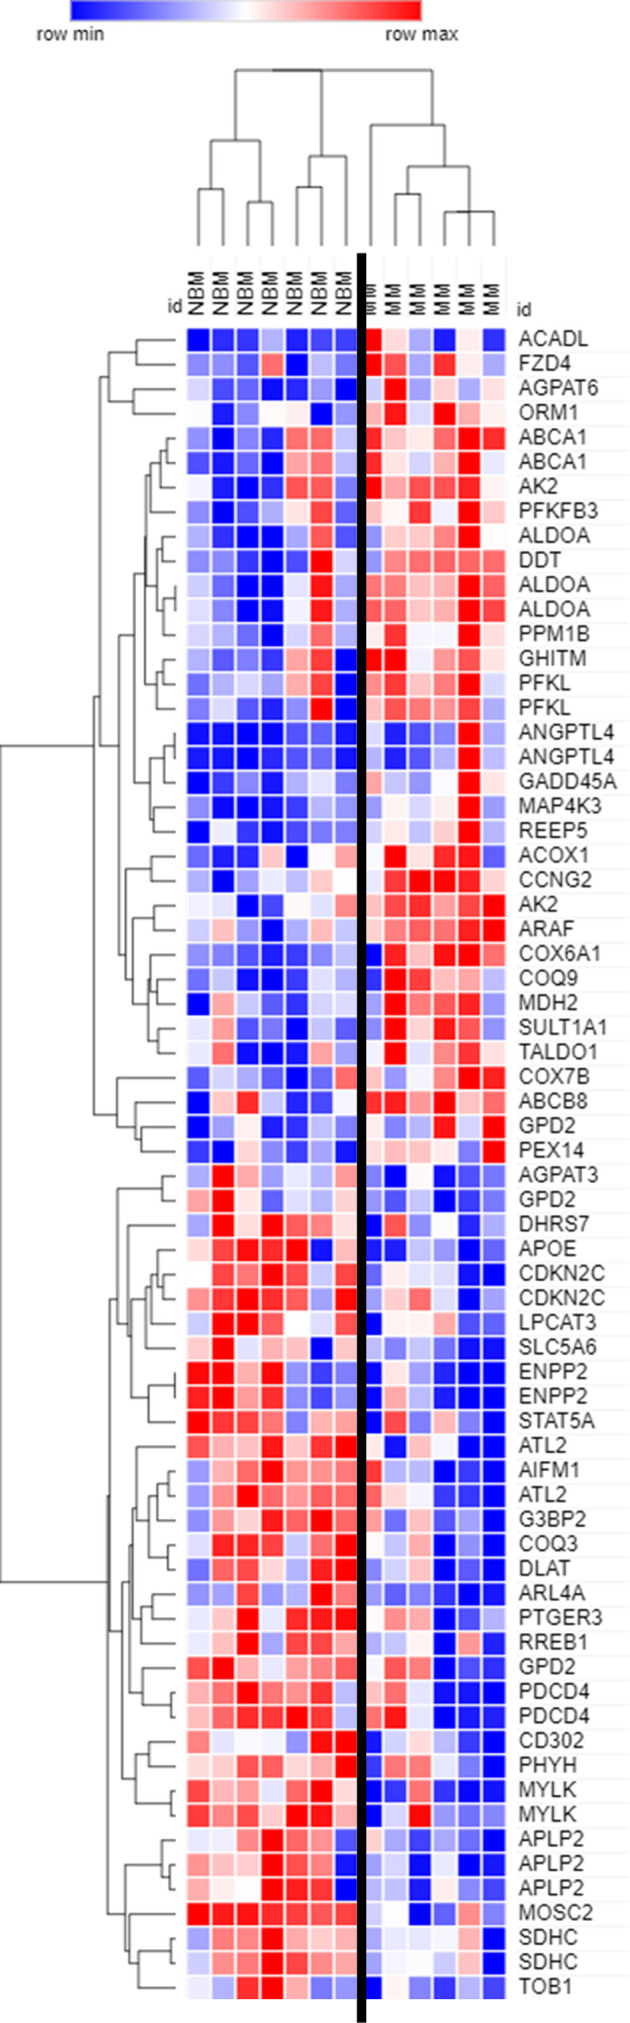
Expression of genes encoding key adipogenic proteins in myeloma patient mesenchymal stromal cells (MSCs). Expression of transcripts included in the Hallmark Adipogenesis Gene Set, in MSCs derived from normal patient bone marrow (NBM) or myeloma patients (MM). Graphically demonstrated using Morpheus software (The Broad Institute). Analysis of publicly available data from Corre *et al*. 2007, *Leukemia*.

**Table 1:** 14 Metabolic genes significantly altered in myeloma patient-derived mesenchymal stem cells (MM-MSCs).

Gene symbol	Gene name	P-value	Relative expression (MM/NBM)
*EHHADH*	Enoyl-CoA hydratase and 3-hydroxyacyl CoA dehydrogenase	0.0024	0.64
*DBI*	Diazepam binding inhibitor, acyl-CoA binding protein	0.0028	0.80
*FADS1*	Fatty acid desaturase 1	0.0030	0.57
*DBI*	Diazepam binding inhibitor, acyl-CoA binding protein	0.0037	0.81
*DBI*	Diazepam binding inhibitor, acyl-CoA binding protein	0.0045	0.78
*ACOX2*	Acyl-CoA oxidase 2	0.0046	1.17
*FADS1*	Fatty acid desaturase 1	0.0083	0.66
*FADS1*	Fatty acid desaturase 1	0.0143	0.48
*ACOX3*	Acyl-CoA oxidase 3, pristanoyl	0.0300	0.75
*ANGPTL4*	Angiopoietin like 4	0.0355	2.68
*ANGPTL4*	Angiopoietin like 4	0.0365	3.63
*FADS2*	Fatty acid desaturase 2	0.0384	0.37
*ACAA1*	Acetyl-CoA acyltransferase 1	0.0447	1.17
*ACOX1*	Acyl-CoA oxidase 1	0.0452	1.35

Analysis of publicly available data from Corre et al. 2007, Leukemia; p<0.05. Blue text indicates downregulated; red indicates upregulated.

By further examining genes that were significantly different (p<0.05) between MM and NBM-MSCs in the Corre dataset, we observed differential expression of 68 genes that are specifically upregulated during adipogenesis (**Figure 2**). The cluster of genes upregulated in MM-MSCs included acyl-CoA dehydrogenase long chain (*ACADL*)—a mitochondrial enzyme involved in fatty acid metabolism, as well as aldolase fructose-bisphosphate A (*ALDOA*), a glycolytic enzyme, suggesting that MM-MSCs burn rather than store more fatty acids than normal MSCs. ATP binding cassette subfamily A member 1 (*ABCA1*), a membrane-associated protein involved in cellular lipid removal, was also upregulated in MM-MSCs. The cluster of transcripts downregulated in MM-MSCs included metabolic enzymes 1-acylglycerol-3-phosphate O-acyltransferase 3 (*AGPAT3*), ectonucleotide pyrophosphatase/phosphodiesterase 2 (*ENPP2*), and dihydrolipoamide S-acetyltransferase (*DLAT*). Signal transducer and activator of transcription 5A (*STAT5A*), a key molecule involved in the signaling cascades triggered by many ligands including interleukins and growth hormones, was also downregulated in MM-MSCs compared to controls. Interestingly, key regulators of cell cycle and apoptosis were downregulated in MM-MSCs, including cyclin dependent kinase inhibitor 2C (*CDKN2C*), a cell cycle regulator that controls G1 progression, and programmed cell death 4 (*PDCD4*), which regulates proliferation by inducing cell cycle arrest at G1 (39). Overall, these data suggest that MM patient derived MSCs exhibit changes in key metabolic genes that may inhibit their ability to differentiate into adipocytes.

In a second study utilizing mesenchymal cells isolated from patient bone marrow biopsies (40), MM-MSCs exhibited differential expression profiles compared to ND-MSCs. The authors identified seventy-eight differentially expressed genes between MM- and ND-MSCs, with transcripts representing processes such as cell adhesion, cell cycle and proliferation, and transcriptional regulation. We utilized the data from this study to investigate functional enrichments and connectedness of the DE genes (**Supplementary Figure 2**). Our analysis revealed that 31 of the 78 genes (approximately 40% of the differentially expressed genes) were involved in the regulation of cellular metabolic process (GO:0031325), including a number of transcription factors (**Supplementary Figure 2A**) including nuclear receptor subfamily 1, group D, member2 (NR1D2), SRY-box transcription factor 9 (SOX9), nuclear receptor subfamily 2 group F member 1 (NR2F1), paired like homeodomain 2 (PITX2), and YY1 transcription factor (*YY1*). *ENPP1* was also significantly decreased in MM-MSCs compared to controls (**Supplementary Figure 2B**), as we have highlighted above in the dataset from Corre et al. In addition, in this second study MM-MSCs exhibited significantly decreased expression of CCAAT enhancer binding protein alpha (*CEBPA*; **Supplementary Figure 2B**), which functions as a key early adipogenic transcription factor. In addition, *SOX9* and *MEIS1* were upregulated in MM-MSCs vs. NBM-MSCs (**Supplementary Figure 2C**), but the inactivation of these two factors have been linked to adipogenic differentiation (41). In addition, zinc finger protein 36 (*ZFP36*) and Salvador family WW domain containing protein 1 (*SAV1*), which have been linked to positive regulation of fat cell differentiation (GO:0045600) were also downregulated in MM-MSCs.

### Primary Mesenchymal Stromal Cells From Mouse and Human Bone Marrow Exhibit Reduced Adipogenic Gene Expression Profiles During the Differentiation Process

To determine if the gene expression changes above translated to functional effects, we next tested our hypothesis that adipogenesis is inhibited in MM-MSCs by comparing the *in vitro* differentiation capacity of normal bone marrow (NBM) and myeloma donor (MM) MSCs (**Figure 3A**). While NBM-MSCs readily differentiated into adipocytes (**Figure 3B**), MM-MSCs exhibited diminished differentiation capacity (**Figure 3C**; **Supplementary Figure 2A**). Having observed phenotypic differences in differentiated MM-MSCs, we next tested their relative gene expression of key adipogenic transcripts by qRT-PCR and observed suppression of *PPARG* (**Figure 3D**), *CEBPA* (**Figure 3E**), and *FABP4* (**Figure 3F**). These findings demonstrate significantly reduced adipogenic capacity of MM-MSCs compared to NBM-MSCs using patient stromal cells.

**Figure 3:**
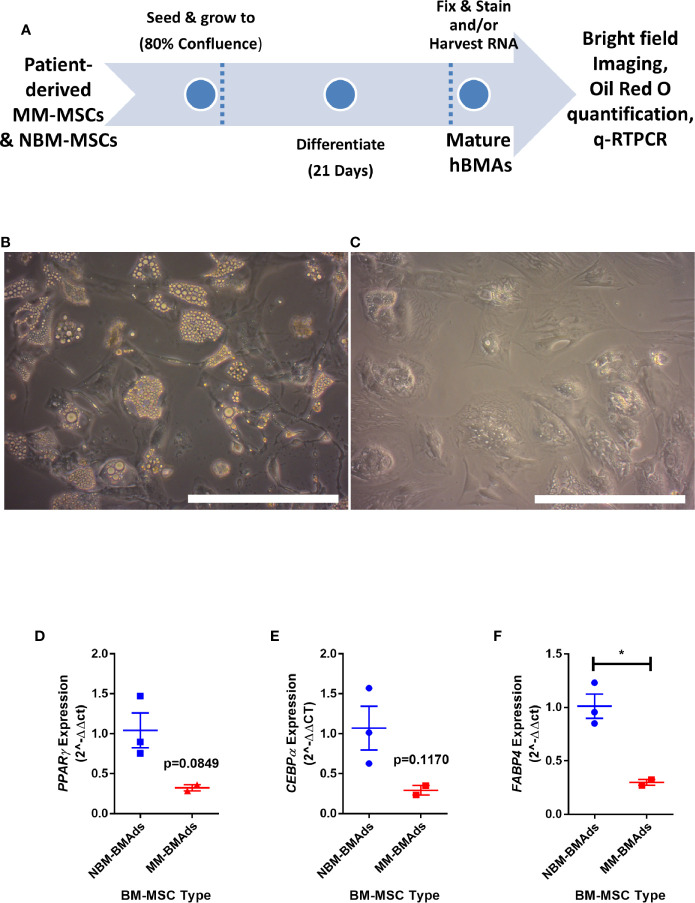
Mesenchymal stromal cells (MSCs) derived from myeloma patients exhibit impaired adipogenic differentiation. Experimental design of MSC differentiation experiment **(A)**. MSCs differentiated into adipocytes for 21 days from normal donor bone marrow (NBM-BMAds), **(B)**, or myeloma patient bone marrow (MM-BMAds, **(C)** for 21 days; images taken at 20X, scale bars = 250 µm. *PPARG* **(D)**, *CEBPA* **(E)**, and *FABP4* **(F)** expression are decreased at the end of the adipogenic differentiation period in adipocytes derived from myeloma patient MSCs (MM-BMAds), relative to normal donor controls (NBM-BMAds) (n=3); *p < 0.05.

This led to us to ask if MM cells themselves directly cause these alterations in MSCs, thus, we next tested the hypothesis that MM cells can directly induce changes in primary BM stromal cells with *in vitro* co-culture. Primary BM stromal cells from naïve mice (**Supplementary Figure 2B**) were exposed to MM.1S myeloma cells *via* transwell co-culture for 72 h prior to adipogenic differentiation (**Figure 4A**). Imaging after differentiation revealed significantly fewer lipid-containing adipocytes in cultures with MM pre-exposure, compared to controls (**Figure 4B**). Immediately after MM exposure (day 3), and 2 days later (day 5), mouse MSCs exhibited suppression of the key adipogenic transcription factor *Pparg* (**Figure 4C**) with slight, but non-significant suppression of both *Cebpa* (**Figure 4D**) and the mature adipocyte marker *Fabp4* (**Figure 4E**). While expression levels of these adipogenic transcripts were reduced, the overall pattern of induction mirrored that of the control cells, suggesting that adipogenic differentiation was occurring at some capacity. These experiments support the hypothesis that MM cells induce rapid and long-lasting effects on adipocyte precursors, and that these effects are at least in part mediated through soluble molecules.

**Figure 4:**
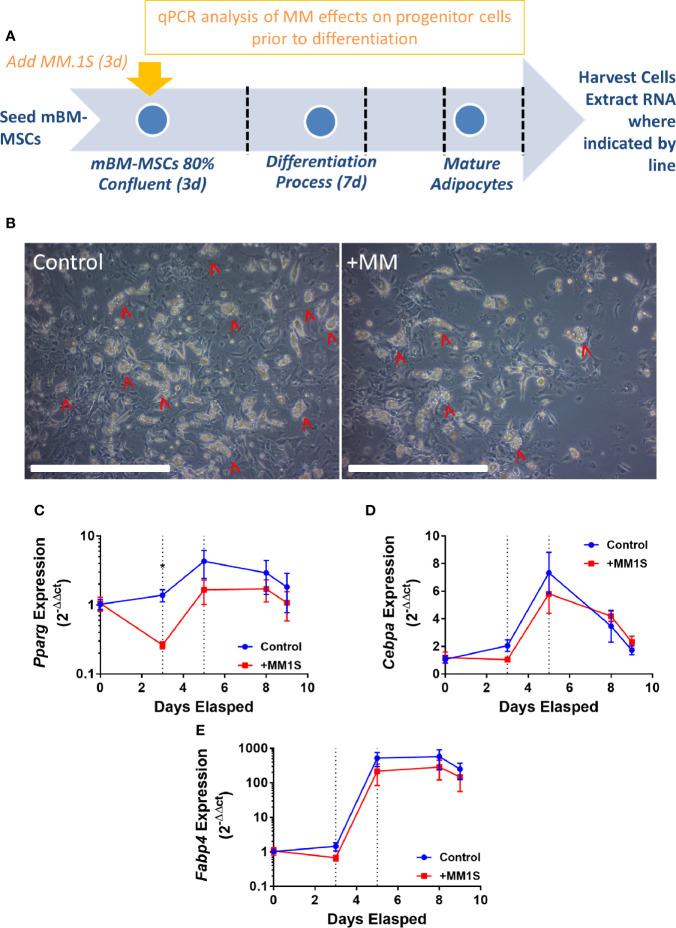
Mouse bone marrow mesenchymal stem cells (BM-MSCs) exposed to multiple myeloma (MM) cells *via* indirect co-culture *in vitro* exhibit reduced adipogenesis. Experimental design of co-culture experiment **(A)**. Images taken with 10X objective (scale bars = 500 µm) at terminal differentiation following pre-exposure (day 9; **B**). *Pparg* **(C)**, *Cebpa* **(D)**, and *Fabp4* **(E)** expression as assessed by qRT-PCR is suppressed in mouse MSCs “pre-exposed” to myeloma cells *in vitro* for 72-h *prior to differentiation* (first dotted line indicates the end of pre-exposure and start of differentiation), and levels are slightly suppressed throughout differentiation (second dotted line represents day 2 of adipogenic differentiation) (n=3); *p ≤ 0.05.

### Indirect Co-Culture with Myeloma Cells Results in Reduced Lipid Accumulation and Inhibition of Adipogenic Transcripts in Differentiating Mouse Preadipocytes

Having observed similar effects in primary human samples and *in vitro* with co-cultures, we next investigated MM-induced changes in adipogenic precursors using the 3T3-L1 murine preadipocyte cell line, to eliminate donor variability. We utilized multiple different experimental designs to characterize the effects of MM cells on 3T3-L1 cells (MM-3T3-L1s): pre-exposure of 3T3-L1 cells to MM cells for 2 days *prior to* differentiation (using direct or indirect co-cultures; **Supplementary Figure 4A**), and co-culture of 3T3-L1 cells with MM cells *during* differentiation (through exposure to MM conditioned media (MM-CM) during differentiation; **Supplementary Figure 4B**). 3T3-L1 preadipocytes exposed to MM.1S cells during differentiation exhibited significantly reduced lipid content in direct co-culture and this trend also seen in indirect co-culture (**Figure 5A**). Similarly, 3T3-L1 cells exposed to MM-CM during differentiation exhibited significantly reduced *Pparg* gene expression (**Figure 5B**), and adiponectin, *Adipoq* (**Figure 5C**) at day 14. Although we observed these reductions with MM co-culture, lipid accumulation did increase over the course of differentiation, and the expression of adipogenic transcripts was also turned on, suggesting that MM cells inhibit, but do not completely block adipogenesis.

**Figure 5:**
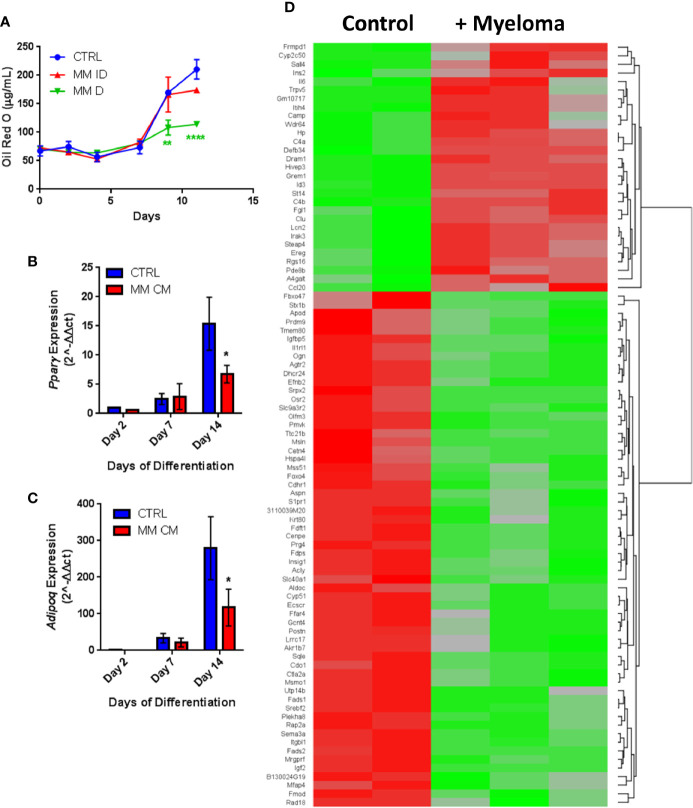
Adipogenic differentiation of 3T3-L1 preadipocytes is inhibited by MM.1S myeloma cells. 3T3-L1 adipocytes were assessed for Oil Red-O content either alone (control) or with exposure to MM.1S cells prior to differentiation process *via* indirect (+MM ID) or direct (+ MM D) co-culture (day 11). Lipid content is significantly reduced by MM.1S co-culture (indirect, MM ID; direct, MM D) *during* differentiation compared to 3T3-L1 cells on their own (CTRL); quantification of Oil Red-O staining **(A)**. Expression of adipogenic transcripts *Pparg* **(B)** and *Adipoq* **(C)** are suppressed *during* differentiation in the presence of conditioned media from MM.1S cells; n=4. Significant differences in gene expression (p ≤ 0.05, FC |1.8|, red is upregulated, green is downregulated) in 3T3-L1 adipocytes exposed to myeloma cells for 48-h *prior* to differentiation as measured by microarray **(D)**; control n=2, MM.1S n=3; *p < 0.05, **p < 0.01, ****p < 0.0001.

Indirect exposure of 3T3-L1 preadipocytes to MM.1S cells *via* transwell for 48 h prior to differentiation (**Supplementary Figure 4A**), revealed significant differences in the expression of 1287 total genes as assessed by microarray (**Figure 5D**). Of these, 105 transcripts were significantly upregulated (>1.5-fold, p<0.05; **Supplementary Table 1**) and 179 were significantly downregulated (<1.5-fold, p<0.05; **Supplementary Table 2**). Among them, we observed increased expression of interleukin-1-receptor- associated kinase 3 (*Irak3*) and lipocalin 2 (*Lcn2*) (**Table 2**; **Supplementary Table 1**), a small transport protein involved in the shuttling of small hydrophobic molecules. 

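RNA of 3T3-L1 cells, a mouse preadipocyte line, was measured on 5 Clariom S Mouse arrays (Affymetrix). For 3 samples the preadipocytes had shared medium across a transwell membrane with MM.1S cells, a human myeloma line, for 48 h. For 2 control samples they had faced medium alone over that time. The cells of both groups were then differentiated into adipocytes, and the sample labels give 7 days of differentiation. The labels give an RNA input of 50 ng and the paper's methods give 100 ng. The deposited values are log2 values that the authors made from the scans by robust multi-array averaging (RMA) in Partek Genomics Suite v. 6.17.0918, so background correction, normalization and the summary of probes into probe sets were already done. All 22206 probe sets were tested. Of these, 19572 carried 1 gene symbol, none carried several and 2634 are not named here, which left 19505 genes. The median log2 value was 4.48 to 4.52 in the control arrays and 4.47 to 4.53 in the MM.1S arrays. The SD over probe sets was 2.39 and 2.42 in the control arrays and 2.37, 2.37 and 2.32 in the MM.1S arrays. Any pair of arrays correlated across probe sets with Pearson's r of 0.985 to 0.993. A background level of 3.58 was taken from the 95th percentile of 1450 olfactory, vomeronasal and taste receptor genes, and 13587 probe sets (61.2%) lay above it. Groups were compared with limma's moderated test, two-sided, with Benjamini-Hochberg adjustment. The one-way ANOVA of the paper's methods was run on the same values as an alternative and is called the methods' test. Below, higher and lower mean an unadjusted p of 0.05 or less and a fold change above 1.5 in MM-3T3-L1s against controls, the thresholds of the paper's methods. Gene lists were written from general knowledge before the data were examined but after the paper had been read, so those for the pathways it names, or that hold genes it reports from these arrays, are not independent of its results. Each list was tested with limma's camera at a preset correlation of 0.01 between genes. The number of arrays limits the precision, and since the labels do not say whether the replicates were separate cultures, p-values measure only the spread between these samples.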

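The smallest adjusted p from limma, 0.166, was shared by *Itgbl1*, *Agtr2* and *Igf2*, all lower in MM-3T3-L1s. *Itgbl1*, which encodes a secreted integrin-like protein, had a log2 fold change of -1.53 (SE 0.12). Its log2 value was 4.14 ± 0.11 (SD, n = 3) in MM-3T3-L1s and 5.68 ± 0.029 (SD, n = 2) in controls. *Fdft1*, which encodes squalene synthase, had a log2 fold change of -1.06 (SE 0.12), and *Dram1*, a lysosomal membrane protein induced by p53, had a log2 fold change of 0.93 (SE 0.12). At an unadjusted p of 0.05 or less, limma counted 1684 probe sets at any fold change, 772 of them higher and 912 lower in MM-3T3-L1s. The methods' test counted 1287, with 554 higher and 733 lower. By chance alone, a share of 0.05 of the 22206 probe sets is expected to reach this p. In other splits of the arrays into 2 and 3, which mix the groups, limma counted up to 1429. After adjustment over all 22206 probe sets, limma left 0 below 0.05. The methods' test left 2, *Ccdc137* at a log2 fold change of 0.39 and *Rbpjl* at 0.086, which fall outside the rule for named genes and were chosen after their values were seen. With an intensity trend and a robust prior, limma left 9, of which *Hp*, *C4b* and *Dram1* were higher and *Agtr2*, *Sema3a*, *Igf2*, *Sqle*, *Fdft1* and *Fads2* were lower. For a single gene, the exact permutation test of 2 arrays against 3 cannot give a two-sided p below 0.1.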

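Among genes with a named probe set above the background level and with the arrays of the groups apart, the 10 with the largest increase were *Camp*, *Irak3*, *U90926*, *C4a*, *Lcn2*, *C4b*, *Fgl1*, *Id3*, *A4galt* and *Gpnmb*. Among the same genes, the 10 with the largest decrease were *Agtr2*, *Aldoc*, *Apod*, *Sema3a*, *Osr2*, *Tshr*, *Cyp51*, *Idi1*, *Igf2* and *Itgbl1*. *Il1rl1* and *Utp14b*, which Table 2 lists among the lower genes, have no named probe set here and could not be ranked. *Tshr*, the receptor for thyroid-stimulating hormone, had a log2 fold change of -1.66 (SE 0.47), and *Gpnmb*, a transmembrane glycoprotein, had a log2 fold change of 1.12 (SE 0.29). *U90926*, a transcript near the background level, had a log2 fold change of 1.31 (SE 0.38). With limma, 202 probe sets were higher and 320 were lower. In simulated values with the same numbers of arrays, limma called 1.23% of unchanged probe sets at these thresholds, so a part of the calls is expected by chance. The methods' test called 104 higher and 180 lower, and all of these were also called by limma. At the fold change of 1.8 used in Figure 5D, limma called 42 higher and 93 lower and the methods' test 29 and 60. At a fold change of 2, the counts were 21 and 54 with limma and 15 and 37 with the methods' test. Of the 202 higher probe sets, 81 (40.1%) had a mean log2 value at or below the background level, against 43 of the 320 lower ones (13.4%). Among all probe sets the share was 38.8%, so dim probe sets were scarce among the lower calls and not in excess among the higher ones. After quantile normalization once more, the dim share was 25.1% of the higher and 23.3% of the lower probe sets. Leaving these dim probe sets out of the test gave 121 higher and 278 lower, and leaving out control replicate 1 gave 352 higher and 415 lower. *Tshr*, *Gpnmb*, *Idi1* and *U90926* did not pass the methods' test. A fit without an array has less power, so a threshold missed there need not mean a smaller change. *Idi1*, for one, had a log2 fold change of -1.61 with all arrays. The study's thresholds were not passed without control replicate 1 by *Gpnmb* (1.18), *Idi1* (-1.56) and *Tshr* (-1.63), without control replicate 2 by *Camp* (1.65), *Gpnmb* (1.06), *Idi1* (-1.65), *Tshr* (-1.68) and *U90926* (0.92) and without MM.1S replicate 1 by *U90926* (1.25), where the values are log2 fold changes.

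**Figure D1:**
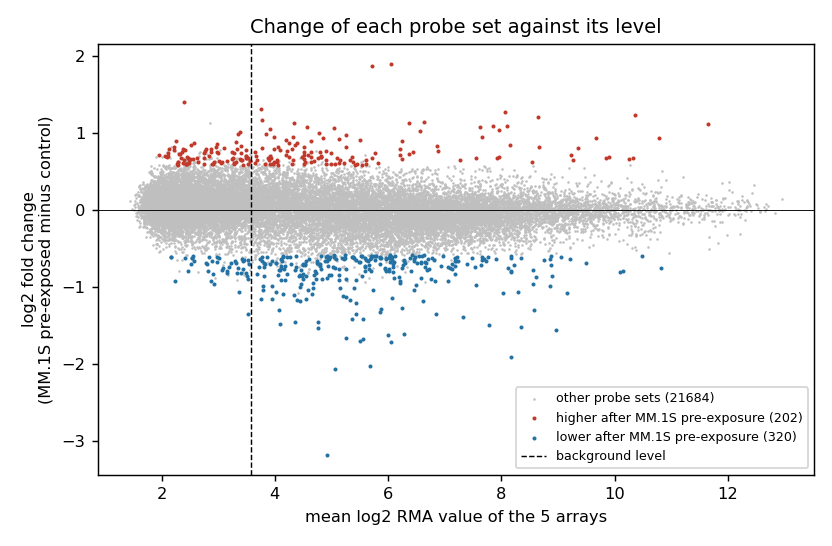
Each point is 1 of 22206 probe sets, with the mean log2 RMA value of the 5 arrays on the horizontal axis and the log2 fold change of MM.1S pre-exposed against control arrays on the vertical axis. The 202 higher probe sets are red, the 320 lower ones are blue, and the dashed line marks the background level of 3.58.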

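*Irak3*, which encodes a kinase-like protein that restrains signaling from interleukin-1 and Toll-like receptors, had a log2 value of 6.45 ± 0.25 (SD, n = 3) in MM-3T3-L1s and 4.59 ± 0.52 (SD, n = 2) in controls. This is a log2 fold change of 1.87 (SE 0.26), with an adjusted p of 0.321 from limma. *Lcn2* had a log2 value of 10.84 ± 0.16 (SD, n = 3) in MM-3T3-L1s and 9.61 ± 0.37 (SD, n = 2) in controls, with a log2 fold change of 1.23 (SE 0.19) and an adjusted p of 0.348 from the same test. All 3 MM.1S arrays lay above both control arrays for each gene. Among other genes of interleukin-1 and NF-kB responses, *Steap4*, a metalloreductase of adipocytes, had a log2 fold change of 1.09 (SE 0.18), and *Atf3*, a stress-induced transcription factor, had a log2 fold change of 0.72 (SE 0.18). *Atf3* did not pass without control replicate 1, at 0.51.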

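*Igf2*, which encodes insulin-like growth factor 2, was lower in MM-3T3-L1s. Its log2 value was 8.34 ± 0.083 (SD, n = 3) in MM-3T3-L1s and 9.90 ± 0.16 (SD, n = 2) in controls, a log2 fold change of -1.56 (SE 0.13, adjusted p = 0.166 from limma). The 3 MM.1S arrays lay below both control arrays. *Igfbp5*, which encodes a binding protein of insulin-like growth factors, was also lower, with a log2 fold change of -1.04 (SE 0.16). Both genes kept their call under every alternative that was run, including the leaving out of each array.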

We also detected decreased expression of insulin growth factor (*Igf2;* **Table 2**; **Supplementary Table 2**), a growth factor which promotes subcutaneous preadipocyte differentiation (42). Also, of note, we detected significantly reduced expression of odd-skipped related 2 (*Osr2*), which has been linked to the control of BMP and semaphorin 3A (SEMA3A) signaling. 

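*Osr2*, a zinc finger transcription factor, was lower in MM-3T3-L1s at 4.88 ± 0.066 (SD, n = 3) in MM-3T3-L1s and 6.55 ± 0.34 (SD, n = 2) in controls. The log2 fold change was -1.67 (SE 0.17, adjusted p = 0.227 from limma). Its paralog *Osr1* was also lower, with a log2 fold change of -0.71 (SE 0.12). Among genes of the BMP pathway, *Id1*, a direct target of BMP signaling, was higher with a log2 fold change of 0.84 (SE 0.11), as was *Grem1*, a secreted BMP antagonist, with a log2 fold change of 1.02 (SE 0.12). The MM.1S arrays lay on 1 side of both control arrays for each of these genes. Of the 46 genes on the list of the BMP and TGF-beta pathway, 3 were higher, 3 were lower and 40 were neither, with 1 lower without control replicate 1 or MM.1S replicate 2.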

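The secreted guidance protein gene *Sema3a* had a log2 value of 5.36 ± 0.18 (SD, n = 3) in MM-3T3-L1s and 7.07 ± 0.11 (SD, n = 2) in controls. Its log2 fold change was -1.71 (SE 0.15, adjusted p = 0.176 from limma), and the 3 MM.1S arrays lay below both control arrays. The gene passed the study's thresholds under every alternative that was run.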

Interestingly, *Sema3a* was also suppressed in MM-3T3-L1s (**Table 2**; **Supplementary Table 2**), and its expression is known to inhibit MM progression in mouse models (43). Overall, we have seen that MM cells reduce lipid accumulation and inhibit adipogenic transcripts in differentiating mouse preadipocytes.

**Table 2:** Altered expression of transcripts in 3T3-L1 adipocytes with exposure to MM.1S cells.

Increased in adipocytes w/pre-exposure to MM cells	p-value	Fold change (MM/CTRL)	Decreased in adipocytes w/pre-exposure to MM cells	P-value	Fold change (MM/CTRL)
Cathelicidin antimicrobial peptide *(Camp)*	0.046908	*3.725*	Angiotensin II receptor, type 2 *(Agtr2)*	0.002039	−9.069
**Interleukin-1 receptor associated kinase 3 *(Irak3)***	0.011152	*3.644*	Aldolase C, fructose-bisphosphate *(Aldoc)*	0.012447	−4.186
CD4 antigen *(C4a)*	0.004946	*2.405*	Interleukin 1 receptor-like 1 *(Il1rl1)*	0.009467	−4.055
**Lipocalin 2 *(Lcn2)***	0.012884	*2.346*	Apolipoprotein D *(Apod)*	0.02907	−3.747
Complement component 4 b *(C4b)*	0.000832	*2.300*	**Semaphorin 3a *(Sema3a)***	0.001421	−3.282
Fibrinogen-like protein 1 *(Fgl1)*	0.01909	*2.241*	UTP14B small subunit processome component *(Utp14b)*	0.025423	−3.246
Inhibitor of DNA binding 3 *(Id3)*	0.00221	*2.195*	**Odd-skipped related 2 *(Osr2)***	0.002808	−3.191
Alpha 1,4, galctosyltransferase *(A4galt)*	0.047703	*2.181*	Cytochrome P450, family 51 *(Cyp51)*	0.005149	−3.089
Haptoglobin *(Hp)*	0.004879	*2.170*	**Insulin-like growth factor 2 *(Igf2)***	0.000666	−2.955
STEAP family member 4 *(Steap4)*	0.014702	*2.125*	Integrin, beta-like 1 *(Itgbl1)*	0.000345	−2.891

Top 10 most significant gene expression changes in 3T3-L1 adipocytes with exposure to MM.1S cells prior to differentiation derived from microarray data. 

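*Agtr2*, the type 2 angiotensin II receptor, had the largest change on the arrays and fell to near the background level. Its log2 value went from 6.83 ± 0.29 in controls to 3.65 ± 0.37 in MM-3T3-L1s, a log2 fold change of -3.18 (SE 0.25). *Apod*, a lipid-binding apolipoprotein, had a log2 fold change of -1.91 (SE 0.36), *Aldoc*, a glycolytic aldolase, -2.07 (SE 0.29), and *Cyp51*, the lanosterol demethylase of cholesterol synthesis, -1.63 (SE 0.19). Of the higher genes, *Camp*, an antimicrobial peptide, had a log2 fold change of 1.90 (SE 0.43), *Hp*, which encodes haptoglobin, 1.12 (SE 0.15), and *Fgl1*, a fibrinogen-like secreted protein, 1.16 (SE 0.21). *C4a* and *C4b* are near-identical complement genes whose probes may share targets, so their fold changes of 2.41 and 2.30 are uncertain as separate results. *Id3*, a target of BMP signaling, had a log2 fold change of 1.13 (SE 0.13), and *A4galt*, a glycosyltransferase of globoside synthesis, 1.12 (SE 0.27). The study chose these genes on the same arrays, so their direction is not independent evidence, and genes of the table without a named probe set are not analysed here. Adjusted p-values from limma lay between 0.166 for *Agtr2* and 0.528 for *A4galt*. *Camp* did not reach an unadjusted p of 0.05 without control replicate 2, at a log2 fold change of 1.65.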

Bold indicates discussed in text. Blue text indicates downregulated and red text indicates upregulated.

### Myeloma Cells Drive Aberrant Expression of Genes Involved in Critical Pathways in Mouse Adipocytes via Soluble Signals

Utilizing our indirect co-culture system with pre-exposure of 3T3-L1 cells to MM cells prior to differentiation (**Supplementary Figure 4A**), we next examined whether MM cells induce changes in major pathways when co-cultured with 3T3-L1 cells within the microarray data. 

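Of 15 measured genes of steroid biosynthesis, 7 were lower in MM-3T3-L1s, none was higher and 8 were neither, with a mean log2 fold change of -0.53. *Sqle*, the squalene epoxidase, had a log2 fold change of -1.39 (SE 0.14), and *Sc5d*, a late sterol desaturase, had a log2 fold change of -0.80 (SE 0.14). In terpenoid backbone biosynthesis, which makes the precursors of sterols, 5 of 19 genes were lower and 14 were neither, with a mean of -0.36. *Fdps*, the farnesyl diphosphate synthase, had a log2 fold change of -1.30 (SE 0.18), and *Pmvk*, the phosphomevalonate kinase, -0.98 (SE 0.11). Camera gave an adjusted p of 3.75e-07 for steroid and 5.88e-05 for terpenoid biosynthesis, but with an estimated correlation between genes in place of 0.01 the adjusted p was 0.136 for both. That setting has little power with these arrays. A simulated list of 30 independently varying genes shifted by -0.5 went from 7.94e-21 with camera at 0.01 to 0.0492 with it. With p-values adjusted over the list alone, 7 and 5 genes passed, against 0 over all genes. The methods' test called 6 steroid and 3 terpenoid genes lower, and leaving out control replicate 1 left 2 lower terpenoid genes.

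Of 116 cell cycle genes, 5 were lower, none was higher and 111 were neither, with a mean of -0.13 and 86 of them below 0. *Mad2l1*, of the spindle checkpoint, had a log2 fold change of -0.79 (SE 0.17), and the others were *Bub1*, *Cdc25c*, whose mean lay below the background level, *Mcm6* and *Ttk*. Of 34 DNA replication genes, 4 were lower and 30 were neither, with a mean of -0.18. *Lig1*, the replicative DNA ligase, had a log2 fold change of -0.67 (SE 0.15), and the others were *Dna2*, *Mcm6* and *Rfc4*. Camera gave an adjusted p of 3.31e-04 for cell cycle and 2.25e-04 for DNA replication. With an estimated correlation it was 0.188 and 0.137, and 0.103 and 0.0654 with limma's fry, which asks whether a list's genes move 1 way. For both lists, 0 genes passed limma adjusted over the list alone or over all genes. At an unadjusted p of 0.05 and any fold change, 14 cell cycle genes were lower and 2 higher, and 8 and 1 DNA replication genes. The methods' test called only 1 cell cycle gene, *Mad2l1*, and 2 DNA replication genes, *Dna2* and *Lig1*, lower. Without control replicate 2, 2 cell cycle and 0 DNA replication genes were lower, and without control replicate 1, 2 DNA replication genes. The study's thresholds were not passed without control replicate 1 by *Ttk* (-0.54), *Mcm6* (-0.65), *Dna2* (-0.65) and *Rfc4* (-0.79), without control replicate 2 by *Bub1* (-0.49), *Cdc25c* (-0.46), *Mcm6* (-0.75), *Dna2* (-0.58), *Lig1* (-0.55) and *Rfc4* (-0.39), without MM.1S replicate 1 by *Bub1* (-1.10) and *Rfc4* (-0.68), without MM.1S replicate 2 by *Bub1* (-1.19), *Cdc25c* (-0.47), *Dna2* (-0.47) and *Rfc4* (-0.39) and without MM.1S replicate 3 by *Bub1* (-0.75) and *Mcm6* (-0.48).

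Of 122 genes of ubiquitin mediated proteolysis, 1 was higher, 1 was lower and 120 were neither. *Mid1*, a ubiquitin ligase, had a log2 fold change of -0.65 (SE 0.14) and *Klhl13*, an adaptor read below the background level, 0.60 (SE 0.17). The list's mean was -0.084, with an adjusted p of 0.00425 from camera, 0.309 with an estimated correlation, 0.217 from fry and 0.111 without MM.1S replicate 3. Protein processing in the endoplasmic reticulum had 1 higher, 2 lower and 99 other genes of 102, a mean of -0.05 and an adjusted p of 0.0963, which was 0.0270 without control replicate 1. *Uggt2*, a glucosyltransferase of glycoprotein folding, had a log2 fold change of -0.75 (SE 0.11), and the other lower gene was the chaperone gene *Hspa4l*, while *Hspa1l*, another chaperone gene, was higher but lay below the background level in both groups. Thresholds were not passed without control replicate 1 by *Hspa1l* (0.68), without control replicate 2 by *Mid1* (-0.57), *Klhl13* (0.49) and *Hspa1l* (0.67), without MM.1S replicate 1 by *Klhl13* (0.55) and without MM.1S replicate 2 by *Klhl13* (0.51). No member of these last lists passed limma adjusted over the list alone or over all genes, while 9 and 3 were lower and 2 and 1 higher at an unadjusted p of 0.05 and any fold change. With an estimated correlation, none of the 19 of 30 lists that camera called kept an adjusted p below 0.05. Since that setting has little power here, this does not show that correlation between genes accounts for camera's calls.

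**Figure D2:**
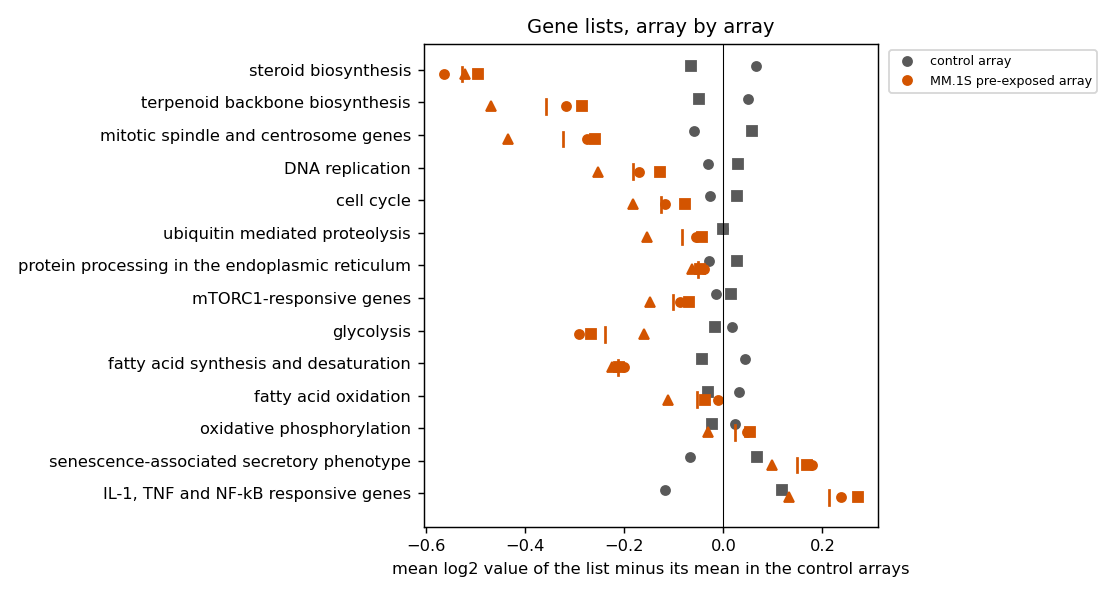
Each point is 1 array, placed by the mean log2 value of a gene list minus the mean of that list in the control arrays, with control arrays in grey and MM.1S pre-exposed arrays in orange. The short orange line of each list is the mean of the MM.1S pre-exposed arrays. For steroid biosynthesis the MM.1S arrays lie at -0.56, -0.50 and -0.52, below both control arrays at 0.066 and -0.066.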

The differential expression results from Pathway-ANOVA analysis of microarray data show several significantly enriched KEGG pathways including steroid biosynthesis and oxidative phosphorylation, cell cycle, DNA replication, and ubiquitin-mediated proteolysis (**Table 3**). Both the oxidative phosphorylation (**Table 3**) and glycolysis (not shown) KEGG pathways were enriched in 3T3-L1 adipocytes with pre-exposure to MM cells prior to differentiation, suggesting that exposure to MM-derived factors leads to metabolic dysfunction in preadipocytes and mature adipocytes. In addition to KEGG pathway analysis, we utilized normalized microarray data to perform gene set enrichment analysis (GSEA). 

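Of 28 glycolysis genes, 4 were lower in MM-3T3-L1s, none was higher and 24 were neither, with a mean log2 fold change of -0.24. Besides *Aldoc*, these were *Eno2*, *Pfkp* and *Slc16a3*. *Pfkp*, a phosphofructokinase, had a log2 fold change of -0.64 (SE 0.14), and *Slc16a3*, which carries lactate out of the cell, -0.62 (SE 0.15). Of 86 genes of oxidative phosphorylation, 1 was lower, none was higher and 85 were neither, with 57 above 0 and 29 below and a mean of 0.024. The lower gene was *Cox6a2*, a muscle-type subunit of cytochrome c oxidase, with a log2 fold change of -0.66 (SE 0.12). *Ndufv1* of complex I had a log2 fold change of 0.30 (SE 0.13) and did not pass. Of 24 subunits of the vacuolar ATPase, which the KEGG pathway of oxidative phosphorylation also holds, none passed the study's thresholds and 2 were higher at an unadjusted p of 0.05 alone (adjusted p = 0.244 from limma's camera). For glycolysis camera gave an adjusted p of 2.25e-04, and an adjusted p of 0.196 with an estimated correlation. For oxidative phosphorylation it gave 0.319, and 0.822 with an estimated correlation. When adjusted over the list alone, 1 gene of glycolysis and 0 of oxidative phosphorylation passed limma, and over all genes 0 of either. At an unadjusted p of 0.05 alone, 2 genes of oxidative phosphorylation were lower. Without MM.1S replicate 3, 6 glycolysis genes were lower at the study's thresholds. The adjusted p of oxidative phosphorylation was 0.0371 with dim probe sets left out and 0.0402 without MM.1S replicate 3, within a range of 0.0371 to 1 over all settings. Glycolysis had 2 lower genes without control replicate 2, MM.1S replicate 1 or MM.1S replicate 2, and the study's thresholds were not passed without control replicate 1 by *Eno2* (-0.47), without control replicate 2 by *Eno2* (-0.78), *Pfkp* (-0.52) and *Slc16a3* (-0.48), without MM.1S replicate 1 by *Eno2* (-0.50) and *Pfkp* (-0.57) and without MM.1S replicate 2 by *Eno2* (-0.52) and *Slc16a3* (-0.53).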

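Of 181 genes that respond to mTORC1 signaling, 16 were lower in MM-3T3-L1s, none was higher and 165 were neither. The 16 included *Insig1*, of the control of cholesterol synthesis, and *Acly*, which makes cytosolic acetyl-CoA for fatty acids. *Slc1a4*, a neutral amino acid carrier, had a log2 fold change of -0.75 (SE 0.20), while *Asns*, the asparagine synthetase, stood at 0.58 (SE 0.12) just below the fold change of 1.5. The list's mean was -0.10, with an adjusted p of 0.0304 from camera and, with an estimated correlation, an adjusted p of 0.309. Without the members it shares with the steroid, terpenoid and fatty acid synthesis lists, the adjusted p was 0.406, and without control replicate 2 it was 0.294. Of 78 genes of the mitotic spindle and centrosome, 14 were lower, none was higher and 64 were neither. *Cenpe*, a kinetochore motor, went from 5.05 ± 0.031 in controls to 4.05 ± 0.13 in MM-3T3-L1s. The list's mean was -0.32, with an adjusted p of 1.16e-11 from camera and an adjusted p of 0.136 with an estimated correlation. Of 57 genes that respond to hypoxia, 11 were lower, none was higher and 46 were neither, with a mean of -0.31. This list shares 15 genes with the glycolysis list and 23 with the mTORC1-responsive list. The lower genes *Aldoc*, *Eno2* and *Pfkp* are on both the hypoxia and the glycolysis list, so these are not separate results. *Ankrd37*, a target of hypoxia-inducible factor, had a log2 fold change of -0.65 (SE 0.13), and *Mxi1*, an antagonist of Myc, had a log2 fold change of -0.69 (SE 0.16). For hypoxia, camera gave an adjusted p of 3.13e-09, and an adjusted p of 0.185 with an estimated correlation. The count adjusted over the list alone was 8 for mTORC1-responsive, 1 for mitotic and 1 for hypoxia-responsive genes, against 0 over all genes. With the methods' test, 11 mTORC1-responsive, 8 mitotic and 5 hypoxia-responsive genes were lower. The number of lower genes was 10 for mTORC1-responsive, 9 for mitotic and 4 for hypoxia-responsive genes without control replicate 1. It was 7 for mitotic and 6 for hypoxia-responsive genes without control replicate 2, 3 and 5 for hypoxia-responsive genes without MM.1S replicate 1 and 2, and 9 for mitotic and 16 for hypoxia-responsive genes without MM.1S replicate 3. There were 2 higher mTORC1-responsive genes without control replicate 2 or MM.1S replicate 3. The study's thresholds were not passed without control replicate 1 by *Slc1a4* (-0.52) and *Mxi1* (-0.65) and without MM.1S replicate 2 by *Mxi1* (-0.58). The Hallmark sets themselves were not used here.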

While many signatures were not significant, GSEA analysis indicated significant enrichment (FDR<25%) in 14 out of 50 Hallmark gene sets (**Table 4**) including glycolysis (**Figure 6A**), fatty acid metabolism (**Figure 6B**), and mTORC signaling (**Figure 6C**).

**Table 3:** Microarray data reveal key cellular Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways altered in response to multiple myeloma (MM) cell exposure.

KEGG pathway (pretreat)	P-value	FC
**Steroid biosynthesis**	5.84E−16	−1.41136
**Cell cycle**	1.67E−12	−1.08717
Terpenoid backbone biosynthesis	1.22E−08	−1.2398
**DNA replication**	1.23E−07	−1.13989
Rheumatoid arthritis	4.03E−07	1.08281
**Ubiquitin mediated proteolysis**	5.50E−07	−1.0509
Protein processing in endoplasmic reticulum	1.02E−06	−1.04289
**Oxidative phosphorylation**	1.46E−06	1.03672
Phagosome	2.37E−06	1.04667
Systemic lupus erythematosus	4.97E−06	1.05049

KEGG Pathways significantly altered in 3T3-L1 adipocytes with exposure to MM.1S cells prior to differentiation derived from microarray data. Pathway analyses incorporate all robust multi-array average (RMA)-normalized genes. Bold indicates discussed in text. Blue text indicates downregulated and red text indicates upregulated.

**Table 4:** Key gene sets revealed as altered in response to multiple myeloma (MM) cell exposure.

Hallmark gene set enriched	FDR (<0.25)
Androgen response	0.091
Mitotic spindle	0.091
**mTORC1 signaling**	0.091
Cholesterol signaling	0.091
G2M checkpoint	0.118
Protein secretion	0.122
Myogenesis	0.129
E2F targets	0.142
**Glycolysis**	0.148
Hypoxia	0.155
UV response DNA	0.155
**Fatty acid metabolism**	0.157
Apical junction	0.198
PI3K-AKT-MTOR signaling	0.206

Significant gene set enrichment analysis (GSEA) results in 3T3-L1 adipocytes with exposure to MM.1S cells prior to differentiation compared to controls. Derived from microarray data; analyses incorporate all robust multi-array average (RMA)-normalized genes. Bold indicates discussed in text.

**Figure 6:**
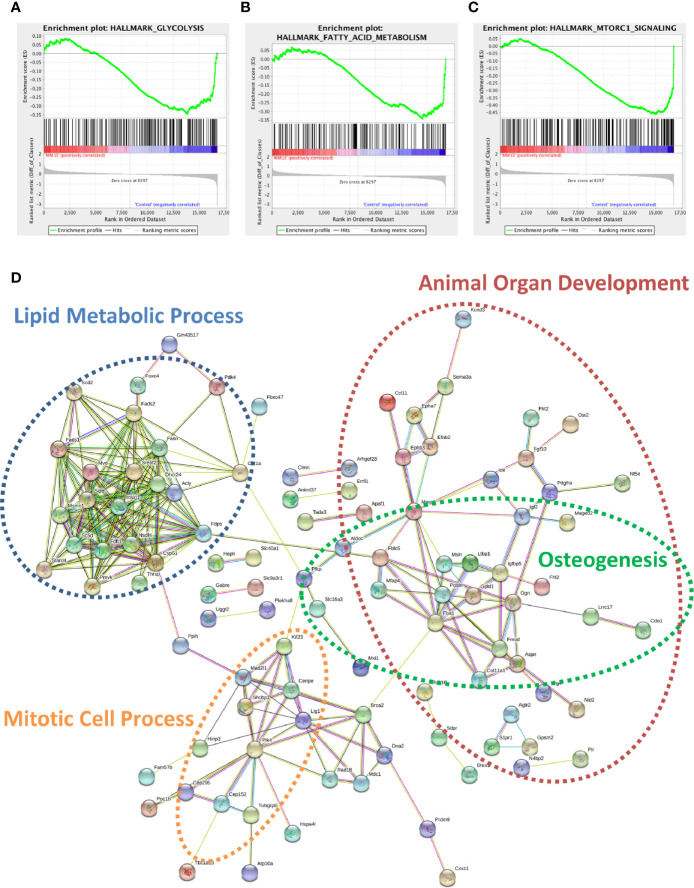
Cellular metabolism and key signaling pathways are altered in myeloma-associated mouse adipocytes. 3T3-L1 adipocytes exposed to MM.1S prior to differentiation have altered expression of genes involved with glycolysis **(A)**, fatty acid metabolism **(B)**, and mTORC signaling **(C)** as determined *via* gene set enrichment analysis (GSEA) analysis of 3T3-L1 microarray data. Expression of genes involved in lipid metabolism and encoding essential growth factors are downregulated in MM-3T3-L1 adipocytes **(D)** as visualized by string-db analysis of 3T3-L1 microarray data (p < 0.05, FC<−1.5).

Within the 179 significantly downregulated genes (**Supplementary Table 2**) in MM-3T3-L1s (**Figure 6D**), we observed enrichment in sterol, lipid, and cholesterol metabolic processes by gene network analysis- including 27 genes specifically linked to lipid metabolic processes. 

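Among the genes lower in MM-3T3-L1s were *Pmvk*, *Mvd*, *Idi1* and *Fdps* of the mevalonate pathway and *Fdft1*, *Sqle*, *Cyp51*, *Msmo1*, *Nsdhl* and *Sc5d* of sterol synthesis. *Insig1*, a sterol sensor that restrains the SREBP transcription factors, had a log2 fold change of -1.52 (SE 0.25), and *Srebf2*, the SREBP that drives sterol genes, had a log2 fold change of -0.98 (SE 0.15). *Stard4*, a sterol carrier, was lower too. Of 13 SREBP regulators and uptake genes, 3 were lower, none was higher and 10 were neither, with a mean log2 fold change of -0.41. Camera's adjusted p was 5.88e-05, the adjusted p with an estimated correlation was 0.136, and 3 genes passed adjusted over the list alone, against 0 over all genes. Among the 292 lower genes with a symbol, of 19505 tested, Fisher's exact test found steroid biosynthesis enriched with an odds ratio of 58.7 (adjusted p = 9.41e-09). Fisher's exact test gave an odds ratio of 23.9 for terpenoid biosynthesis (adjusted p = 4.41e-05) and 14.4 for fatty acid synthesis (adjusted p = 5.70e-05). The test counts genes as independent units, so its p does not measure the spread between arrays. The paper had already reported sterol and lipid processes among its lower genes, with *Cyp51* in Table 2, so these results partly restate its own. Without control replicate 1, the adjusted p was 0.166 for terpenoid backbone biosynthesis among lower genes, with 2 genes, and 0.0991 for fatty acid synthesis and desaturation among lower genes, with 3. *Idi1* had a log2 fold change of -1.61 (SE 0.41), and the study's thresholds were not passed without control replicate 1 by *Idi1* (-1.56), *Mvd* (-0.58) and *Stard4* (-0.50), without control replicate 2 by *Idi1* (-1.65), without MM.1S replicate 1 by *Mvd* (-0.54) and without MM.1S replicate 2 by *Mvd* (-0.57).

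**Figure D3:**
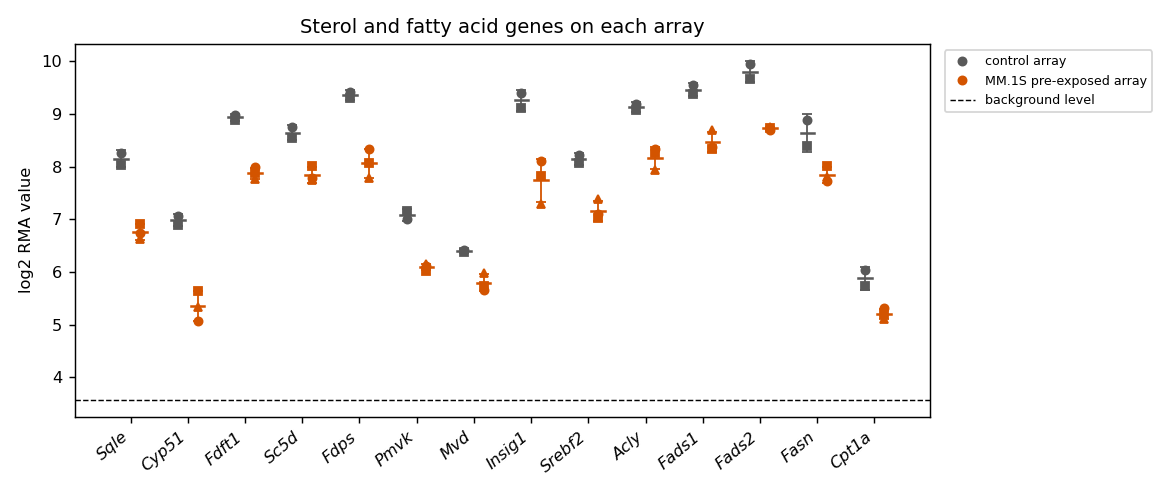
The log2 RMA values of genes of sterol and fatty acid metabolism are shown for each array, with 2 control arrays in grey and 3 MM.1S pre-exposed arrays in orange, lines for the means, bars for the SD and a dashed line for the background level of 3.58. For each of these genes the MM.1S arrays lie below both control arrays, as for Sqle at 6.76 ± 0.15 against 8.15 ± 0.16. The genes shown were picked among the lower ones on these arrays, so their lying apart is no separate support.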

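*Fads1* and *Fads2* encode the delta-5 and delta-6 desaturases of polyunsaturated fatty acid synthesis. In these mouse cells, *Fads1* was at 8.47 ± 0.20 (SD, n = 3) in MM-3T3-L1s and 9.46 ± 0.12 (SD, n = 2) in controls, with a log2 fold change of -0.99 (SE 0.15) and an adjusted p of 0.337 from limma. *Fads2* was at 8.73 ± 0.025 (SD, n = 3) in MM-3T3-L1s and 9.80 ± 0.20 (SD, n = 2) in controls, with a log2 fold change of -1.07 (SE 0.13) and an adjusted p of 0.279. For both genes the 3 MM.1S arrays lay below both control arrays, and both passed the study's thresholds whichever array was left out. *Acly* had a log2 fold change of -0.96 (SE 0.16), and *Thrsp*, a lipogenic protein of adipose tissue, had a log2 fold change of -0.64 (SE 0.14) but fell short of the fold change of 1.5 without control replicate 1 (-0.53) or MM.1S replicate 3 (-0.56).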

Like our data from analysis of normal donor versus myeloma patient MSCs (**Table 1**), we again found that *Fads1* and *Fads2* were significantly downregulated in MM-3T3-L1s compared to controls. Additionally, the expression of the key enzymes fatty acid synthase (*Fasn*) and carnitine palmitoyltransferase 1a (*Cpt1a*) were both suppressed in adipocytes with MM pre-exposure demonstrating altered metabolic activity, with specific implications for fatty acid synthesis and β-oxidation.

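*Fasn*, the synthase of palmitate, was at 7.85 ± 0.15 (SD, n = 3) in MM-3T3-L1s and 8.64 ± 0.36 (SD, n = 2) in controls, a log2 fold change of -0.79 (SE 0.19, adjusted p = 0.52 from limma). *Cpt1a*, which brings long-chain fatty acids into mitochondria, was at 5.20 ± 0.10 (SD, n = 3) in MM-3T3-L1s and 5.89 ± 0.22 (SD, n = 2) in controls, a log2 fold change of -0.68 (SE 0.14, adjusted p = 0.464 from limma). Of 34 genes of fatty acid synthesis and desaturation, 6 were lower, none was higher and 28 were neither, with a mean of -0.21. Of 38 genes of fatty acid oxidation, 3 were lower, none was higher and 35 were neither, with a mean of -0.053. Besides *Cpt1a* these were *Pdk4*, a kinase that holds back glucose oxidation, with a log2 fold change of -0.71 (SE 0.11), and *Acox2*, a peroxisomal oxidase, with a log2 fold change of -1.41 (SE 0.39). *Acot2*, a mitochondrial thioesterase, had a log2 fold change of 0.39 (SE 0.11) in the other direction and stayed below the fold change of 1.5. Camera gave an adjusted p of 9.98e-05 for synthesis and 0.622 for oxidation, and an adjusted p of 0.136 with an estimated correlation for synthesis. Of the genes of synthesis 5, and of oxidation 1, which was *Pdk4* and not *Cpt1a*, passed when adjusted over the list alone, against 0 over all genes. *Acox2* did not pass the methods' test, and the study's thresholds were not passed without control replicate 1 by *Fasn* (-0.54), *Cpt1a* (-0.53) and *Acox2* (-1.54) and without control replicate 2 by *Acox2* (-1.28). Synthesis had 3 and oxidation 1 lower gene without control replicate 1, and oxidation had 2 higher genes without MM.1S replicate 3. From the lower *Fasn* and *Cpt1a*, the paper concludes that metabolic activity was altered in adipocytes pre-exposed to MM cells, in particular for fatty acid synthesis and β-oxidation.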

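*Il6*, which encodes the cytokine interleukin-6, was low but above the background level, at 5.64 ± 0.38 (SD, n = 3) in MM-3T3-L1s and 4.68 ± 0.19 (SD, n = 2) in controls. This is a log2 fold change of 0.97 (SE 0.24), with an adjusted p of 0.528 from limma. *Cxcl12*, a chemokine that retains hematopoietic cells in bone marrow, was among the brighter genes at 10.51 ± 0.16 (SD, n = 3) in MM-3T3-L1s and 9.85 ± 0.051 (SD, n = 2) in controls, with a log2 fold change of 0.66 (SE 0.13). *Cxcl1*, a neutrophil chemokine, had a log2 fold change of 0.94 (SE 0.28) but did not pass the methods' test. Without control replicate 1, *Il6* at 0.83 and *Cxcl1* at 0.65 did not reach an unadjusted p of 0.05 with limma.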

By specifically examining the 103 significantly upregulated genes in 3T3-L1 adipocytes with prior exposure to MM cells, we further identified a network of genes with *Il6* as a central node (**Figure 7**). Collectively, these genes are enriched for GO terms such as “cellular response to interleukin-1” (GO:0071347), “inflammatory response” (GO:0006954), and “response to tumor necrosis factor” (GO:0034612). These results suggest that 3T3-L1 adipocytes exposed to MM cells in their progenitor stage increase the expression of genes that produce inflammatory proteins known to modulate the bone marrow microenvironment, and many of these are known members of the senescence-associated secretory phenotype (SASP).

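Of 70 measured genes that respond to interleukin-1, TNF and NF-kB, 16 were higher in MM-3T3-L1s, 3 were lower and 51 were neither, with a mean log2 fold change of 0.21. The higher genes *Ccl6*, *Il1a*, *Irak3*, *Lcn2* and *Steap4* passed whichever array was left out. The lower genes were the chemokine gene *Ccl11*, the cytokine gene *Il18* and the gelatinase gene *Mmp9*, which had a log2 fold change of -0.77 (SE 0.15). *Il1a*, which encodes interleukin-1 alpha, had a log2 fold change of 0.66 (SE 0.11) but lay below the background level in both groups. Camera gave an adjusted p of 6.35e-05 for the list, and an adjusted p of 0.285 with an estimated correlation. There were 10 higher and 2 lower genes adjusted over the list alone, against 0 over all genes. Fisher's exact test among the 180 higher genes with a symbol gave an odds ratio of 34.8 (adjusted p = 7.01e-17), but 5 of the 16 are genes that the paper names, so this partly restates its results. The methods' test called 10 higher and 2 lower. Without control replicate 1, camera's adjusted p for the list was 0.0727, with 6 genes higher and 5 lower. *Il18* did not pass the study's thresholds at -1.09, -0.73 and -0.96 without control replicate 1, control replicate 2 and MM.1S replicate 3. The controls lay at -0.12 and 0.12 around their mean, and the MM.1S arrays at 0.24, 0.27 and 0.13.

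**Figure D4:**
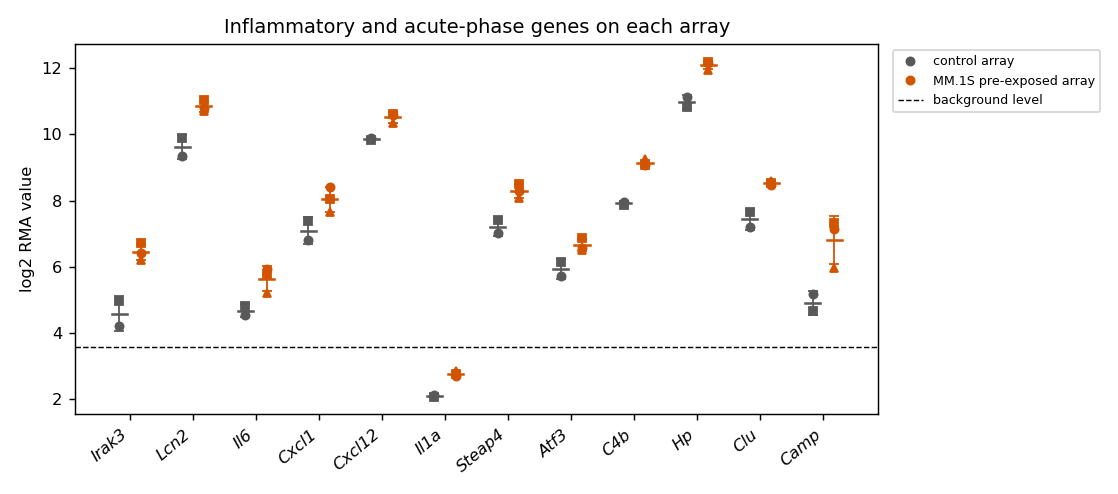
The log2 RMA values of inflammatory and acute-phase genes are shown for each array, with 2 control arrays in grey and 3 MM.1S pre-exposed arrays in orange, lines for the means, bars for the SD and a dashed line for the background level of 3.58. The MM.1S arrays lie above both control arrays for each gene, as for Clu at 8.52 ± 0.061 against 7.44 ± 0.31, and Il1a lies below the background level. The genes shown were picked among the higher ones on these arrays, so their lying apart is no separate support. Ccl11, Il18 and Mmp9, the lower genes of the inflammatory list, are not shown.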

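Of 67 measured genes of the SASP, 7 were higher in MM-3T3-L1s, 2 were lower and 58 were neither, with a mean log2 fold change of 0.15. The higher genes included *Il1a*, below the background level, *Cxcl12* and *Ereg*, and the lower ones were *Igfbp5* and *Mmp9*. Of these higher genes, all but *Cxcl12* and *Ereg* are also on the list of genes that respond to interleukin-1, TNF and NF-kB. The SASP list had 4 higher and 4 lower genes without control replicate 1, and 11 and 2 without control replicate 2. Camera gave an adjusted p of 3.31e-04 for the SASP, and an adjusted p of 0.173 with an estimated correlation. The counts adjusted over the list alone were 2 higher and 2 lower, against 0 over all genes. Fisher's exact test among the higher genes gave an odds ratio of 13 (adjusted p = 1.91e-05), and an adjusted p of 0.0897 without control replicate 1, and 3 of the 7 are genes that the paper names. Of the 67, 5 were higher and 2 were lower with the methods' test. Genes of senescence and the p53 pathway did not pass as a list. Of 39, 1 was higher, 1 was lower and 37 were neither, with a mean of -0.035 and a camera adjusted p of 0.345. The higher gene was *Dram1*, and the lower one was *Apaf1*, of the apoptosome, with a log2 fold change of -0.85 (SE 0.11). These 2 genes also passed when adjusted over the list alone, against 0 over all genes.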

**Figure 7:**
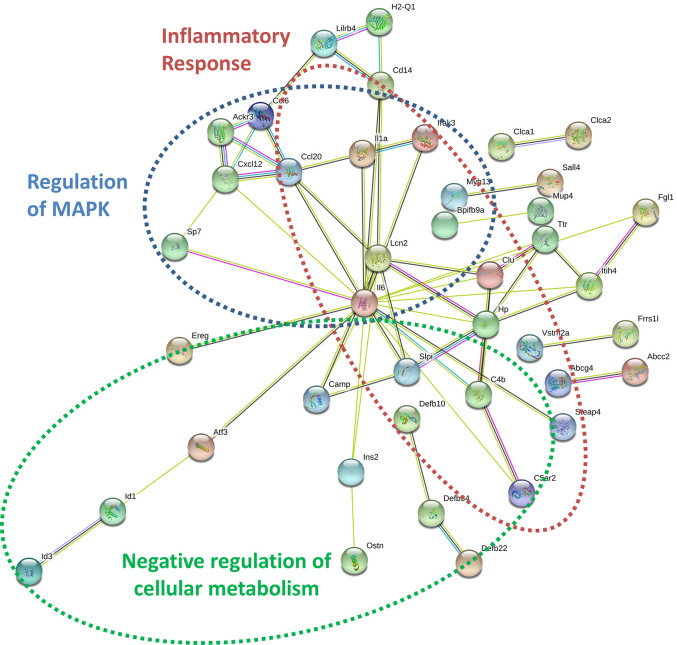
Key signaling pathways are altered in myeloma-associated mouse 3T3-L1 adipocytes. Upregulated genes in MM-3T3-L1s are connected *via* the central node of Il6 as demonstrated graphically by string-db analysis of 3T3-L1 microarray data.

### Multiple Myeloma Induces Expression of Key Transcripts Involved in the Senescence Associated Secretory Phenotype in Adipocyte Lineage Cells

Having obtained evidence that MM-3T3-L1s express genes encoding SASP proteins, we wanted to verify this in each of our cell types. We confirmed that *Cxcl12* and two traditional SASP genes, *Cxcl1*, and *Il6*, were elevated in MM-3T3-L1s *versus* control 3T3-L1s by qRT-PCR (**Figure 8A**). To confirm the presence of elevated SASP transcripts in primary cells, we first utilized mouse MSCs pre-exposed to MM.1S cells. After 24 h of MM exposure, we observed extremely high expression of *Cxcl1* (**Figure 8B**), *Cxcl2* (**Figure 8C**), and *Il6* (**Figure 8D**) which was not basally expressed in mouse BM stromal cells. Elevated expression of both *Cxcl2* and *Il6* were sustained in the pre-exposure group throughout adipogenic differentiation. Combined these data suggest that mouse adipocytes with prior exposure to MM soluble factors produce elevated SASP proteins, which would have profound effects on tumor cells and the bone marrow microenvironment.

**Figure 8:**
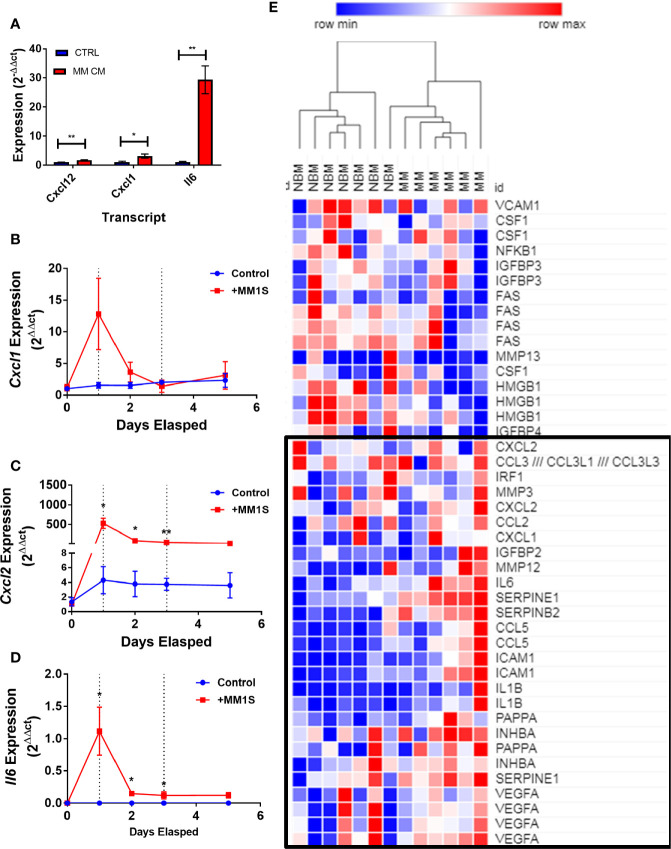
Exposure to myeloma cells prior to adipogenic differentiation induces SASP production in adipocyte precursors. 3T3-L1 cells exposed to MM.1S soluble factors during differentiation exhibit increased expression of: *Il6*, *Cxcl1*, and *Cxcl12* after terminal differentiation **(A)**. Mouse bone marrow MSCs were exposed to MM.1S cells *in vitro* for up to 72 h prior to adipogenic differentiation. Cells were harvested for RNA extraction after 24 (first dotted line), 48, and 72 (second dotted line; change to adipogenic media) hours of pre-exposure, and after the first treatment of adipogenic media (day 5). *Cxcl1* **(B)**, *Cxcl2* **(C)**, and *Il6* **(D)** gene expression was quantified in mMSCs at each time point; n=3 per group, *p < 0.05, **p < 0.01. Reanalysis of previously published MSC gene expression data comparing bone marrow from normal donors (NBM) and myeloma donors (MM) examining the SASP gene cluster **(E)** data from Corre *et al*. 2007, *Leukemia*.; heatmap generated *via* Morpheus.

We next tested whether soluble factors from 5TGM1 murine myeloma cells have a similar effect on 3T3-L1 adipogenesis. Neither indirect pre-exposure to 5TGM1 cells prior to differentiation, or exposure to 5TGM1 soluble factors (conditioned media, CM) during differentiation resulted in phenotypic changes in 3T3-L1 adipocytes at terminal differentiation (**Supplementary Figure 5A**). Lipid content, as assessed *via* Oil Red-O staining and quantification, also was not significantly different (**Supplementary Figures 5B, C**). Exposure to 5TGM1 soluble factors CM (Supplementary **Figure 5D**), or with transwell indirect co-culture (**Supplementary Figure 5E**), also had no significant effects on in the secretion of over 40 cytokines, (including IL-6, CXCL1, and CXCL2), assessed *via* cytokine array; suggesting a differential effect of either myeloma cell line, or between species. To explore whether indirect co-culture with myeloma cells increases p16 or p21, commonly implicated in cellular senescence, NBM-MSCs were exposed to MM.1S and RPMI-8226 myeloma cells *via* transwell co-culture for 48 h prior to adipogenic differentiation (21 days). MSCs were harvested for total protein either immediately after co-culture, or at the end of the differentiation process. MM co-culture seemingly had very little effect on p16 or p21 in hMSCs compared to naïve (**Supplementary Figures 6A, B**), with no overall differences at the end of 21 days of adipogenic differentiation. p21 and p16 also increased in BMAT samples relative to MSCs, consistent with previous reports of PPARG stimulation of senescent markers (p16) expression (44).

In the patient dataset reanalysis (28), we compared MSCs from MM patients and from normal bone marrow (NBM), and observed significantly increased expression of 267 genes (**Supplementary Figure 7**), 36 of which encode secreted proteins (KW-0964; **Table 5**). These include key signaling molecules known to modulate the BM microenvironment including: C-C motif chemokine ligand 5 (*CCL5*), C-X-C motif chemokine ligand 8 (*CXCL8*/*IL-8*), platelet derived growth factor B (*PDGFB*), as well as transforming growth factors A and B (*TGFA*, *TGFB*). Secreted phosphoprotein 1 (*SPP1*) was also increased in MM-MSCs relative to NBM-MSCs, suggesting that myeloma MSCs may be similar to other types of cancer-associated stromal cells and adipocytes (45–47). In the DE genes reported by Todoerti et al. (40), only 21 genes were significantly upregulated in MM- *vs*. NBM-MSCs, which were predominantly enriched for factors involved in transcription, including *YY1* which may regulate p16 expression (48) (**Supplementary Figure 2**).

**Table 5:** Genes upregulated in myeloma patient-derived mesenchymal stem cells (MM-MSCs) compared to non-malignant bone marrow-MSCs (NBM-MSCs) that encode secreted proteins.

Gene Symbol	Gene Name	P-Value	Relative Expression (MM/NBM)
*ADAM23*	a disintegrin and metallopeptidase domain 23	0.00242	2.7021
*ADAMTS12*	a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 12	0.00848	2.2248
*ANGPTL4*	angiopoietin-like 4	0.03554	2.6803
*ASAH1*	N-acylsphingosine amidohydrolase 1	0.00302	2.4670
*BAGE5*	B melanoma antigen	0.00811	2.6112
*CA6*	carbonic anhydrase 6	0.00703	2.3897
***CCL5***	**chemokine (C-C motif) ligand 5**	0.00968	2.9745
*CLEC3A*	C-type lectin domain family 3, member a	0.03478	3.6175
*CSHL1*	chorionic somatomammotropin hormone like 1	0.00117	2.2147
*CST2*	cystatin SA	0.04382	2.2356
***CXCL8***	**C-X-C motif chemokine ligand 8**	0.00164	2.2690
*DPP4*	dipeptidylpeptidase 4	0.00266	2.4102
*ENPP5*	ectonucleotide pyrophosphatase/phosphodiesterase 5	0.03128	3.0575
*HPX*	hemopexin	0.03025	2.3668
*IL17D*	interleukin 17D	0.00164	2.3558
*IL1A*	interleukin 1 alpha	0.04260	3.1132
*LRRC17*	leucine rich repeat containing 17	0.01147	2.6269
*LYZ*	lysozyme	0.03481	2.5119
*MSMB*	beta-microseminoprotein	0.03234	2.1747
*NPPB*	natriuretic peptide type B	0.00038	3.9836
*OLR1*	oxidized low density lipoprotein (lectin-like) receptor 1	0.00918	3.3160
*PAPPA2*	pappalysin 2	0.04318	2.2153
***PDGFB***	**platelet derived growth factor, B polypeptide**	0.01085	2.7339
*PDGFRL*	platelet-derived growth factor receptor-like	0.04730	3.1235
*PLAT*	plasminogen activator, tissue	0.00253	2.2369
*RSPO2*	R-spondin 2	0.01459	2.3071
*SEMG1*	semenogelin 1	0.00777	3.0290
*SERPINB2*	serine (or cysteine) peptidase inhibitor, clade B, member 2	0.00028	3.7445
***SPP1***	**CXXC finger 1 (PHD domain)**	0.01160	5.0380
*SPX*	spexin hormone	0.03056	3.4733
*TFPI*	tissue factor pathway inhibitor	0.00222	2.0072
***TGFA***	**transforming growth factor alpha**	**0.03717**	2.6374
***TGFB2***	**transforming growth factor, beta 2**	**0.01007**	2.0666
*THPO*	thrombopoietin	0.00976	2.1998
*VWA5B1*	von Willebrand factor A domain containing 5B1	0.00672	4.1775
*ZG16B*	zymogen granule protein 16B	0.00238	2.4187

Reanalysis of Corre et al. 2007 Leukemia. Bold indicates discussed in text.

We further examined the expression of senescence-associated genes and observed a general trend for increased SASP gene expression (including *CXCL1*, *CXCL2*, and *IL6*) in MM-MSCs when compared to NBM-MSCs (**Figure 8E**) (28). Elevated expression of *IL6* in MM-MSCs relative to normal donor MSCs was observed in an independent experiment utilizing nanostring gene expression data (~2.5-fold, data not shown), and has been previously reported (7, 30). Overexpression of SASP genes Interleukin 1 beta (*IL1B)* and serpin family E member 1 (*SERPINE1)* were also previously reported (28). Additionally, we found that cyclin dependent kinase inhibitor 2A (*CDKN2A*) and high mobility group AT-hook 2 (*HMGA2*) were significantly increased in MM-MSCs 2- and 2.4-fold respectively; these genes encode proteins involved in senescence-associated heterochromatin foci (GO:0035985; **Supplementary Figure 7**). In the Todoerti et al. dataset, MM-MSCs overexpressed NR2F1, a transcription factor that has been linked to increased expression of *CXCL12* (49), however none of the signaling molecules listed above were included in the list of significantly different genes. In addition, among the downregulated genes were those associated with response to cytokine stimulus (GO:0071345), and the interferon signaling pathway (HSA-913531), suggesting that these processes are aberrant in MM-MSCs compared to NBM-MSCs, although the specific relationships remain unclear.

To specifically test whether MM cells can inhibit adipogenesis and promote expression of SASPs in hMSCs, we directly co-cultured NBM-MSCs with tumor cells prior to and during differentiation (**Figure 9A**). NBM-MSCs were exposed directly to MM.1S, RPMI-8226, and OPM-2 cells for 48-h prior to the initiation of differentiation. At day 0 of differentiation, the co-culture media was removed, and cells were washed gently prior to the addition of fresh adipogenic differentiation media which was changed 1–2 times weekly until day 18 at which time conditioned media was collected from the co-cultures and cells were fixed and stained for analysis (**Figure 9B**). We found that direct co-culture with MM.1S resulted in no net change in lipid content, while RPMI-8226 tumor cells a slight, non-significant decrease on lipid accumulation or content as evidenced by fluorescent microscopy and quantified by Oil Red-O elution (**Figure 9C**). However, co-culture with OPM-2 resulted in severe decreased adipogenesis as evidenced by the lack of full-fledged lipid laden adipocytes (**Figure 9B**, bottom left) and significantly reduced Oil Red-O content (**Figure 9C**). In conditioned media from MM.1S+BMAT co-cultures, we were unable to detect any differences in 36 different cytokines (**Figure 9C**). However, we observed increased inflammatory cytokines in the conditioned media of RPMI-8226 and OPM-2 co-cultures (**Figure 9C**), with significant differences in CXCL1 (OPM-2 only), ICAM-1, and IL-8 and trends for increased IL-6 and PAI-1 (*SERPINE1*).

**Figure 9:**
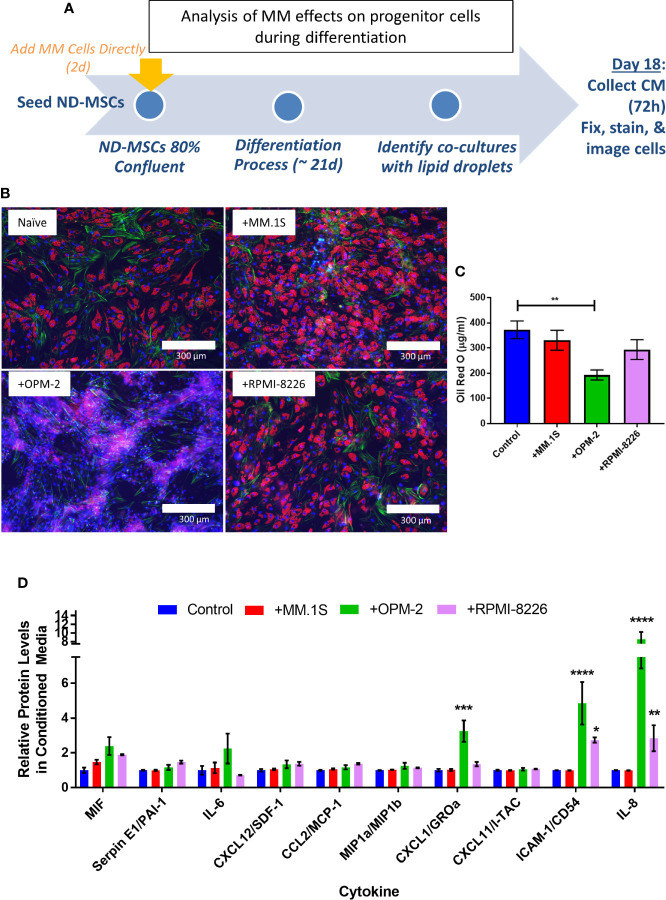
Direct co-culture of human mesenchymal stem cells (hMSCs) with myeloma cells reveals cell-line specific effects on lipid accumulation and cytokine production. Experimental design of co-culture experiment **(A)** where multiple myeloma (MM) cells (MM.1S, RPMI-8226, OPM-2) were added 2 days prior to the start of differentiation. Myeloma cells were allowed to persist during differentiation with adipogenic media. Fresh adipogenic media was incubator for 72 h prior to the collection of conditioned media. Conditioned media was collected and cells were fixed and stained on day 18 of differentiation, a few days prior to terminal differentiation. Adipocytes were fixed, stained (phalloidin=green, Oil Red-O=red, DAPI=blue), and imaged with a 10X objective after differentiation and co-culture with or without myeloma cells **(B)**; images are from one hMSC donor, but are representative of n=3 donors. Lipid content was assessed by Oil Red-O staining, elution, and quantification **(C)**. Cytokines were assessed in conditioned media by human cytokine array (R&D) **(D)**; n=3 donors for each condition (control=naïve, +MM.1S, +OPM-2, +RPMI-8226). Significance was assessed *via* two-way ANOVA. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

Interestingly, we detected different responses of the myeloma cells to BMAT differentiation media (**Supplementary Figure 8A**), with severe reduction in MM.1S cell number (**Supplementary Figure 8B**), proliferation (**Supplementary Figure 8C**), coupled with high levels (~80%) of apoptosis (**Supplementary Figure 8D**). Conversely, OPM-2 cells were largely unaffected by the BMAT differentiation media, with a slight but significant reduction in cell number (**Supplementary Figure 8E**), coupled with minimal reductions in proliferation (**Supplementary Figure 8F**) and apoptosis (**Supplementary Figure 8G**). Treatment of RPMI-8226 cells with BMAT differentiation media resulted in an approximate 50% reduction in cell number (**Supplementary Figure 8H**), no effect on proliferation (**Supplementary Figure 8I**), with a moderate increase in apoptosis (**Supplementary Figure 8J**). The experimental design of this direct co-culture experiment therefor investigated the pre-exposure of MSCs (MM.1S), as well as co-culture with low (RPMI-8226), and high (OPM-2) levels of tumor cells throughout the differentiation process. This data could, in part, explain the differing levels of adipocyte differentiation and/or lipid accumulation, and its correlation with the production of SASPs, if these processes are tied to tumor cell presence, but cannot be teased apart from cell-line specific signals that might be involved in altering adipogenesis. Combined these results suggest that MM cells are likely inducing senescence in cells within the marrow niche including both adipocytes and their precursors (MSCs), which has implications for tumor cell proliferation and survival.

## Discussion

In this study, we demonstrate that exposure to myeloma cells modulates adipocyte progenitors by altering adipogenic differentiation capacity, skewing metabolism-related transcripts, and increasing the expression of inflammatory cytokines. Our data build on what is known in the field of myeloma, to demonstrate that preadipocytes that are exposed to soluble MM-derived factors are phenotypically altered. Overall, these data support the interpretation that MM cells modulate adipocytes and their precursors by inducing senescence, and stimulating production of MM-supportive cytokines and other factors that likely contribute to “the vicious cycle” (2) of bone destruction and release of growth factors fueling myeloma cells in the bone marrow.

Corre and colleagues determined that MM-MSCs exhibit extremely different expression profiles from NBM-MSCs (28). Among the upregulated genes highlighted in these findings were factors that promote lipolysis, *ANGPTL4* (50), growth differentiation factor 15 (*GDF15*) (51), and known SASPs *IL1B* and *SERPINE1*. This study also detected downregulation of chemokine C-X-C motif ligand 12 (*CXCL12, SDF1*) and insulin-like growth factor 1 (*IGF1*), and aberrant expression of genes encoding molecules involved in WNT signaling Dickkopf homolog 1 (*DKK1*) and WNT1 inducible signaling protein 1 (*WISP1*) (28). By relaxing the stringency of our reanalysis, we were able to detect additional differences in gene expression (p<0.05; FC>|2|), confirm diminished expression of osteogenic-related transcripts and growth factors, and further identify *FADS1* and *FADS2* as being elevated in MM-MSCs. The downregulation of these enzymes in MM-MSCs would likely manifest in an altered portfolio of long-chain fatty acids available to the cell, which has been tied to both osteogenic (52) and adipogenic differentiation (53). In breast cancer cells, FADS1/2 have also been linked to inflammation *via* their production of arachidonic acid (54), suggesting that their suppression in MM-MSCs may be linked to an anti-inflammatory response linked to increased cytokine signaling (55).

While we did observe some changes in transcript expression related to PPAR signaling, no significant differences were detected in *PPARG* or *CEBPA/CEBPB*, suggesting that MM-MSCs were not committed to adipogenesis, although trends for low-level elevated expression were observed in two independent datasets. Our data suggest that while these genes can be turned on in MM-MSCs during *in vitro* differentiation, traditional adipogenic differentiation is inhibited. Our findings are consistent with single cell qRT-PCR analysis of normal MSCs exposed to myeloma cells, which exhibit trends for suppression of *LEPR* and *PPARG* (26). In addition, a second dataset comparing gene expression in MM- to NBM-MSCs demonstrated significant reductions in *CEBPA*, *SOX9*, *MEIS1, ZFP36*, and *SAV1*—all of which have been linked to the promotion of adipogenic differentiation (40), supporting our hypothesis that adipogenesis is likely suppressed in MM-MSCs.

An increased number of preadipocytes within the marrow of myeloma patients has been reported, as well as supportive effects of preadipocytes and adipocytes on MM cells (8). Studies utilizing conditioned media from 3T3-L1 preadipocytes and mature adipocytes specifically highlighted a recruitment/pro-migration role for mature adipocytes, and a proliferative effect of preadipocytes on MM cells (8). These findings implicate adipocyte-lineage cells as a source of chemokines that drive myeloma bone marrow homing (8). A recent study demonstrated that BMAds from myeloma patients are reprogrammed to produce adipokines that stimulate osteoclastogenesis and suppress osteoblastogenesis (27). Our studies build on these findings by highlighting both similar and new chemokines produced by uncommitted MSCs, differentiating MSCs, and committed adipocytes, and recapitulate their production after MM exposure. Within our reanalysis of the data from Corre et al., we uncovered significantly decreased expression of *FOXA1*, a transcription factor whose suppression in cancer stem cells has been tied to increased *IL6* expression (56). We hypothesize that a similar mechanism is controlling expression of *IL6* in MM-MSCs, and potentially other SASP proteins. We specifically highlight SASP-related transcripts encoding inflammatory cytokines in each of our adipocyte-lineage experiments and demonstrate that the induction of these transcripts is sustained after differentiation. In addition, we found that direct co-culture of hMSCs with two myeloma cell lines prior to and during adipogenic differentiation resulted in increased secretion of CXCL1/GRO, IL-8, and ICAM-1 in co-culture conditioned medium samples. We also observed complete inhibition of adipogenic differentiation with OPM-2 co-culture.

Interestingly, direct co-culture with MM.1S myeloma cells, did not inhibit adipogenesis and resulted in no significant changes in secreted cytokines. A recent study by Liu et al. (57) directly co-cultured hMSCs with MM.1S cells and characterized their gene expression profiles and adipogenic differentiation capacity. After 48 h of direct co-culture, myeloma cells were removed, and single cell RNA sequencing (scRNA-seq) was used to demonstrate a shift in the gene expression profile of MSCs cultured with MM.1S cells, including enrichment of the adipokine signaling pathway. They also demonstrated impaired mineralization with osteogenic differentiation (as assessed with alizarin red staining) and elevated Oil Red O staining in MSCs previously cultured with MM.1S cells compared to naïve MSCs (57). Similar findings were also observed with ARP-1, U266, and RPMI-8,226 cells. These findings are consistent with the data presented in our current study, which utilizes a slightly different experimental design, and demonstrates no negative effect in Oil Red O staining in adipocytes directly co-cultured with either MM.1S cells or RPMI-8226 cells. Liu et al. demonstrate that MM.1S and ARP-1 cells stimulate PPARG in MSCs *via* a protein kinase C-mediated mechanism that is triggered by the binding of integrin-α4 on myeloma cells to VCAM1 on MSCs (57).

We also build on the findings of Liu et al. (57), by providing evidence that direct co-culture with OPM-2 myeloma cells eliminates or prevents adipogenic differentiation of hMSCs. The experimental design of our direct co-culture experiments differs from the study by Liu and colleagues (57), as myeloma cells were allowed to persist in culture during the adipogenic differentiation process. We observed adverse effects of the adipogenic differentiation media on the tumor cells themselves, with a severe reduction of MM.1S cells (coupled with a high level of apoptosis), a moderate reduction of RPMI-8226 cells (moderate apoptosis), and a slight reduction of OPM-2 cells (low apoptosis) after a 72-h culture. This suggests that MM.1S cells were not likely to persist throughout the adipogenic differentiation process in the co-culture system, while OPM-2 cells remained and interacted with MSCs throughout the duration of the experiment. Indeed, we observed complete inhibition of the presence of lipid laden adipocytes in OPM-2 hMSC co-cultures, and significantly elevated levels of the SASPs, GROα (*CXCL1*), IL8, and CD54 (*ICAM-1*), in the culture media. Elevated levels of IL-6 and SDF-1 (*CXCL12*) protein were also detected, although these were not significant by two-way ANOVA. Interestingly, hMSCs differentiating with RPMI-8226 in direct co-culture were able to differentiate into lipid-laden adipocytes and expressed significantly more CD54 (ICAM-1) and IL-8, and slightly more PAI-1 (SERPINE1), SDF-1, MCP-1 (CCL2), and GROα. Further investigation is required to determine whether the differences observed in direct co-culture with these three cell lines is cell-line specific, or dependent on the absence/presence of MM cells during differentiation.

Our findings are consistent with previous reports of myeloma “primed” MSCs differentiated into adipocytes such as the Mehdi et al. study that demonstrated MSC-MM co-culture for 3 days suppressed adipogenic differentiation and reduced the overall size and lipid content of those adipocytes (26). In patient samples, the authors suggest that production of small, immature IGFBP2+ adipocytes is negatively correlated with disease progression- suggesting that myeloma inhibits the formation of these cells, or that these cells are somehow utilized during MM progression (26). In 3T3-L1 adipocytes, we observed a slight, non-significant increase in *Igfbp2* expression after a two-day exposure to MM cells by indirect co-culture. 

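*Igfbp2*, which encodes a binding protein of insulin-like growth factors, was at 5.13 ± 0.35 (SD, n = 3) in MM-3T3-L1s and 4.82 ± 0.17 (SD, n = 2) in controls. The log2 fold change was 0.31 (SE 0.22), with an adjusted p of 0.716 from limma, and it passed neither limma nor the methods' test at an unadjusted p of 0.05. The arrays of the groups overlapped, so the difference was within the spread between replicates.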

The authors did report an increase in genes associated with senescence in MM patient MSCs, consistent with our findings, and adding strength to a potential role of SASPs in myeloma disease progression (31). Indeed, two key risk factors for myeloma—aging (58) and obesity (12)—have been shown to increase senescence in the bone marrow, suggesting that targeting senescent cells *via* senolytic therapies (59) may be beneficial in myeloma treatment.

We see a number of ways in which our work could translate to the clinic. First, as mentioned above, targeting senescent cells using senolytic treatment may remove senescent, myeloma-associated bone marrow adipocytes (31), or pre-adipocytes, as shown here, from the microenvironment. New ways to remove senescent cells are being developed in the field of aging, such as quercetin or dasatinib + quercetin, and the role of local senescent cells in tumor growth is becoming increasingly evident in a variety of cancers (60). The field of senotherapeutics is burgeoning and senolytics as well as senomorphics, which act to interfere with a specific senescence pathway in order to restore the appropriate cellular function, may prove useful in cancer treatment. Interestingly, dormant myeloma cells themselves (61), or MGUS (monoclonal gammopathy of undetermined) cells may also be removed through targeting senescent cells, as Weivoda et al. have recently suggested at the ASBMR, 2020 annual meeting. Others have also seen that other types of tumor cells can express senescent genes and are sensitive to senolysis (60). Overall, targeting senescence clinically may be a new means by which to target the tumor cells and the host microenvironment simultaneously.

Moreover, targeting SASPs and other factors from myeloma-associated adipocytes is another potential way to translate our findings to the bedside. For example, targeting IL6 (e.g., Johnson and Johnson’s drug sirukumab), or the IL6 receptor (e.g., Regeneron’s sarilumab) could be tailored perhaps by using BMAT biomarkers (62), knowing now that BMAds, especially myeloma-associated adipocyte lineage cells, are a source of IL6. Better alignment with patient populations for enhanced precision medicine could also be considered based on our data, for therapies targeting the CXCL12/CXCR4 axis, such as the CXCR4 inhibitor AMD3100 (plerixafor) (63), or the CXCL12 antagonist NOX-A12 (64). Our data may also help explain the ability of treatment with plerixafor to overcome bortezomib resistance and mobilize stem cells and immune cells, which was recently reported in a phase I/II trial (65), by providing new insight into the players in the bone marrow niche involved in this pathway. Interestingly, new data *in vitro* has shown that SDF-1α stimulation of CXCR4 on MM cells may up-regulate the expression of IL-6 through the activation of the PI3K/AKT, suggesting that the IL6 and CXCR4/CXCL12 pathways overlap in MM cells (64). Overall, our study provides insight into the mechanism of action of drugs targeting the CXCL12/CXCR4 axis, the IL6/IL6R axis, or other SASP protein signaling pathways in MM, and suggests that targeting proteins identified herein may lead to new therapeutic avenues.

In conclusion, our studies demonstrate that adipocyte-lineage cells are dramatically altered by MM cells. MSCs exposed to myeloma-derived soluble factors exhibited reduced differentiation capacity, and elevated expression of senescence-related transcripts including MM-supportive *Il6/IL6*. Mouse preadipocytes exposed to MM.1S myeloma cells can differentiate, but accumulate less lipid and exhibit aberrant gene expression, including upregulation of key SASP genes; however this was not observed with exposure to 5TGM1 murine myeloma soluble factors. Direct co-culture of hMSCs with human myeloma cell lines revealed extreme differences in the effects of myeloma cells on adipogenic differentiation, with an increase in adipogenesis observed in response to MM.1S co-culture, and an inhibitory response observed in response to OPM-2 co-culture, which stimulated SASP production. The induction of SASP gene expression by MM cells in adipocyte lineage cells underlines the importance of future studies to examine whether SASPs promote MM tumor initiation, disease stage transition, or resistance to traditional chemotherapies. Moreover, the myeloma-derived factors that induce senescence and modulate adipogenesis and in pre-adipocytes should be explored in future experiments. Our studies indicate that myeloma cells induce senescence in adipocyte-lineage cells and add to the building knowledgebase that SASP proteins are involved in MM pathogenesis.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository and accession number can be found here: Gene Expression Omnibus (GEO)(GSE143267).

## Ethics Statement

The animal study was reviewed and approved by The Maine Medical Center Research Institute (Scarborough, ME, USA) Institutional Animal Care and Use Committee (IACUC).

## Author Contributions

HF, CF, and MR conceptualized and designed the study. HF, CF, and MR developed the methodology. HF, CF, and SC acquired the data. HF, CF, SC, HD, and MR analyzed and interpreted the data. HF and MR wrote, reviewed, and/or revised the manuscript. All authors contributed to the review and revision of the manuscript. HF, HD, AD, and MR provided administrative support. HF, SC, and CF provided technical support. HF and MR supervised the study. All authors contributed to the article and approved the submitted version.

## Funding

Funding for this work was supplied by the NIH’s National Institute of General Medical Sciences (NIH P30 GM106391, P30GM103392, P20GM121301, and U54GM115516) from their Molecular Phenotyping and Professional Development Cores, and from the NIH/NCI R37CA245330. The authors’ work is also supported by start-up funds from the Maine Medical Center Research Institute, a pilot from the MGH Center for Skeletal Research (NIH/NIAMS P30 AR066261), and the American Cancer Society (RSG-19-037-01-LIB and #IRG-16-191-33; Reagan PI). The content is solely the responsibility of the authors and does not necessarily represent the official views of the National Institutes of Health.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Multiple Myeloma Cells Alter Adipogenesis, Increase Senescence-Related and Inflammatory Gene Transcript Expression, and Alter Metabolism in Preadipocytes
**Source:** Front Oncol. 2021 Feb 18;10:584683. doi: 10.3389/fonc.2020.584683
**Supplement:** Supplementary file 1

Supplementary Material

## Supplementary Figures

**
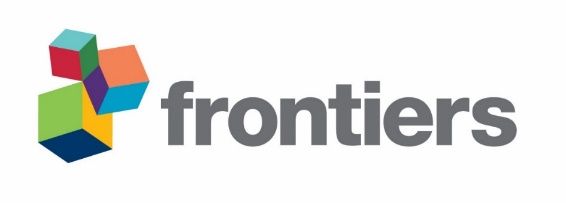
**

**
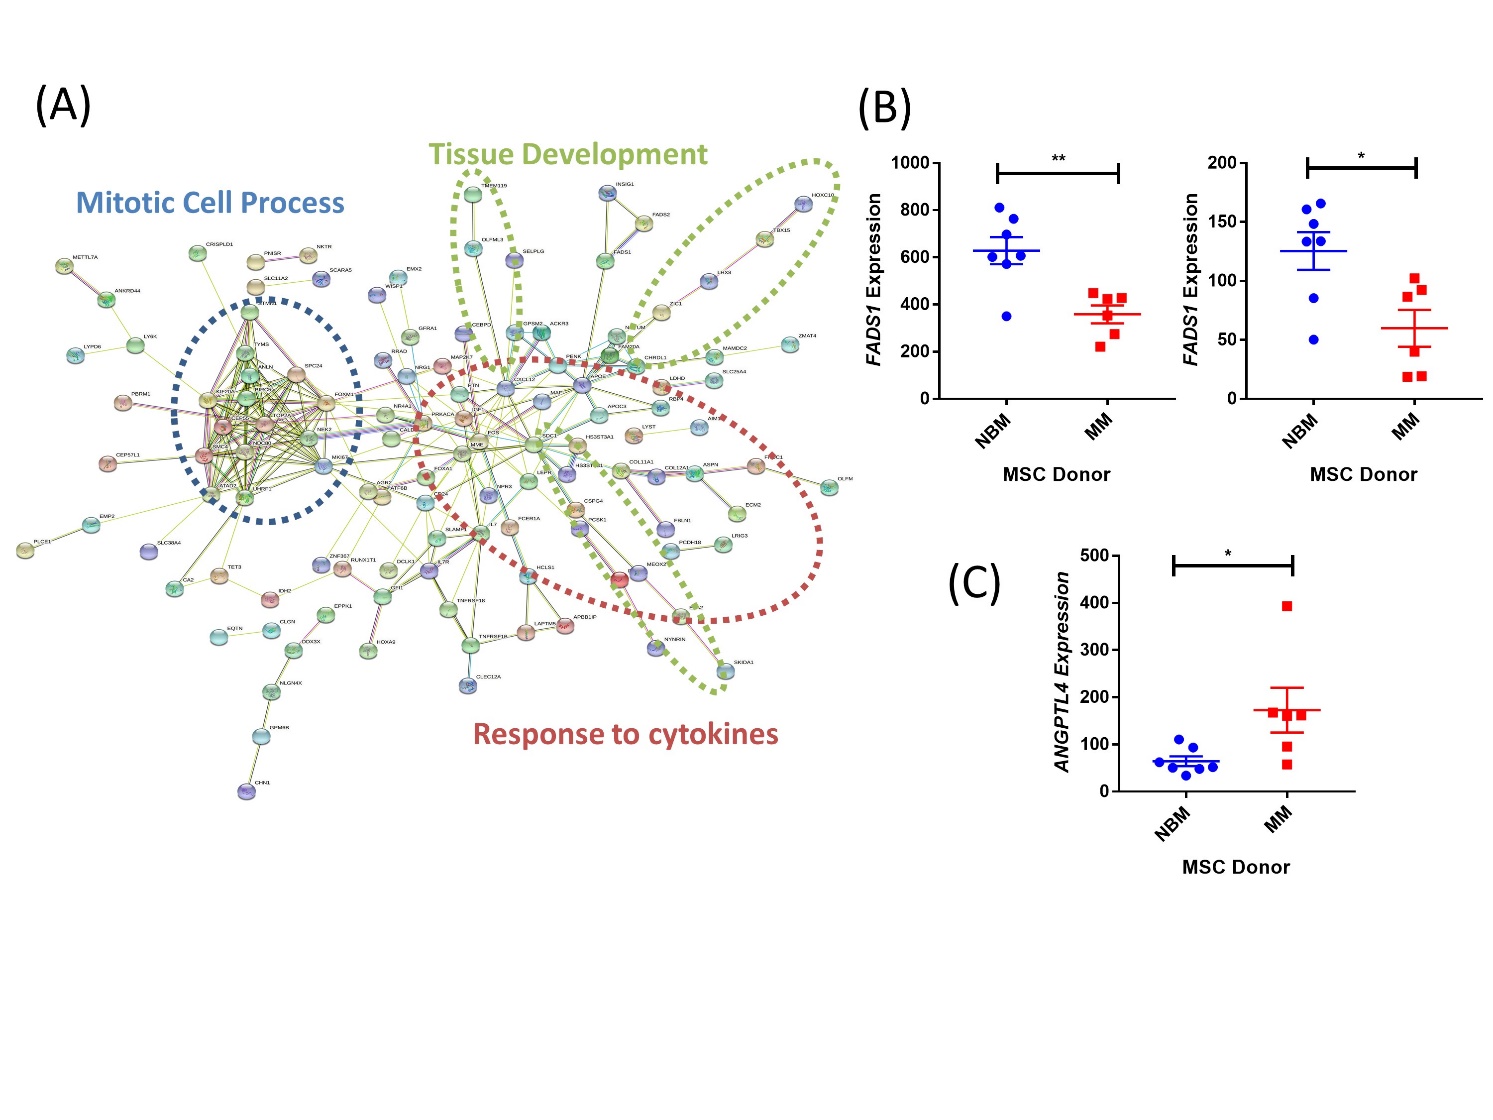
**

**Supplemental Figure 1. Expression of critical genes altered in myeloma patient MSCs.** String-db analysis of significantly downregulated (p<0.05, FC≤-2) transcripts in MM-MSCs compared to NBM-MSCs (A). Additional transcript expression for *FADS1* (B) and *ANGPTL4* (C). Analysis of publicly available data from Corre et al. 2007, *Leukemia*.

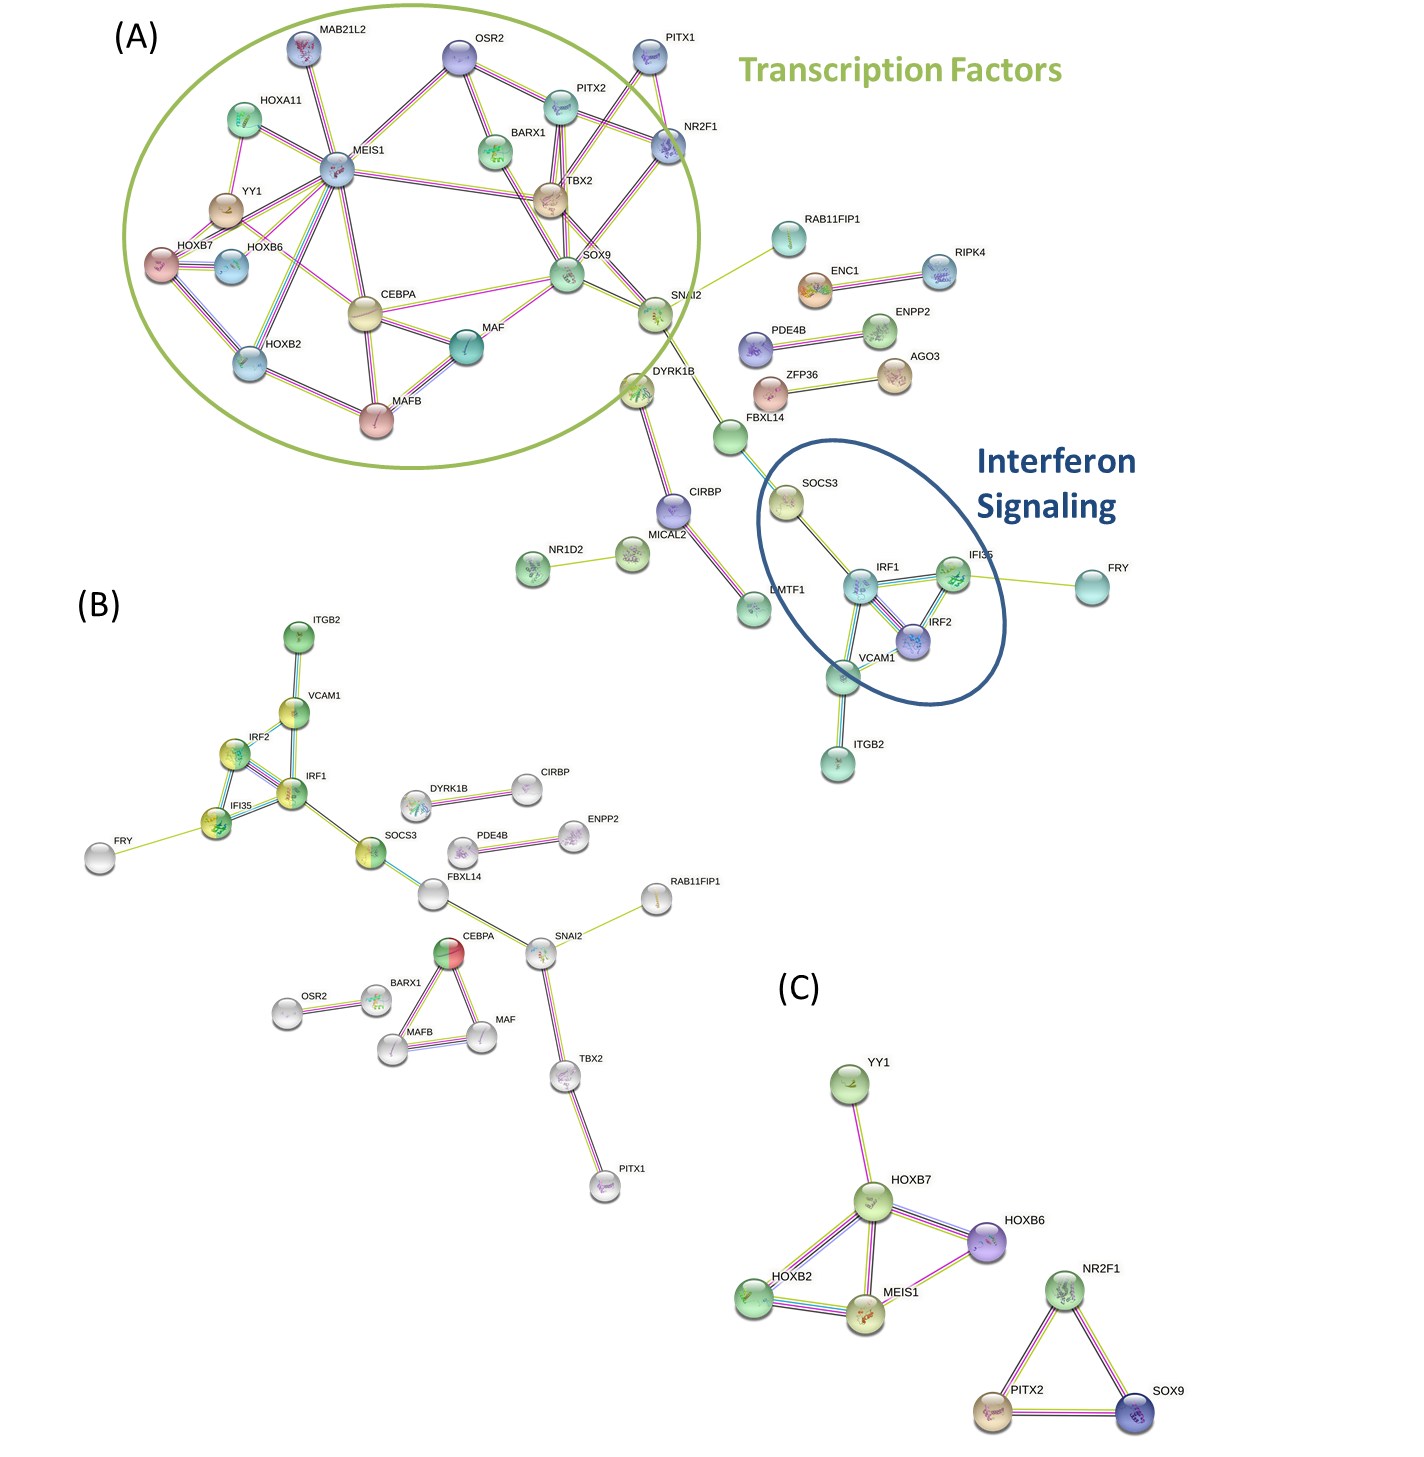

**Supplementary Figure 2.** **Differentially expressed genes in myeloma patient MSCs.** String-db analysis of all differentially expressed genes (A), as well as downregulated (B) and upregulated genes in MM-MSCs compared to NBM-MSCs. Nodes highlighted in downregulated genes: red= positive regulation of fat cell differentiation (GO: 0045600), green= cellular response to cytokine stimulus (GO:0071345), yellow=interferon signaling (HSA-9133531). Analysis of publicly available data from Todoerti et al. 2007, *Experimental Hematology*.

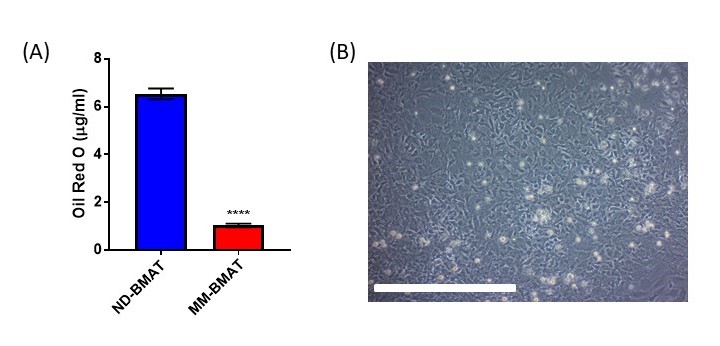

**Supplementary Figure 3. Adipogenic capacity in myeloma-associated stromal cells.** Quantification of oil red o (A) from ND-MSCs differentiated into bone marrow adipose tissue (ND-BMAT) and MM-MSCs differentiated into bone marrow adipose tissue (MM-BMAT) using 21 days of adipogenic media (n=16 wells, 1 donor). Undifferentiated mouse MSCs (B), imaged with 10X objective; scale bar = 500 µm.

**
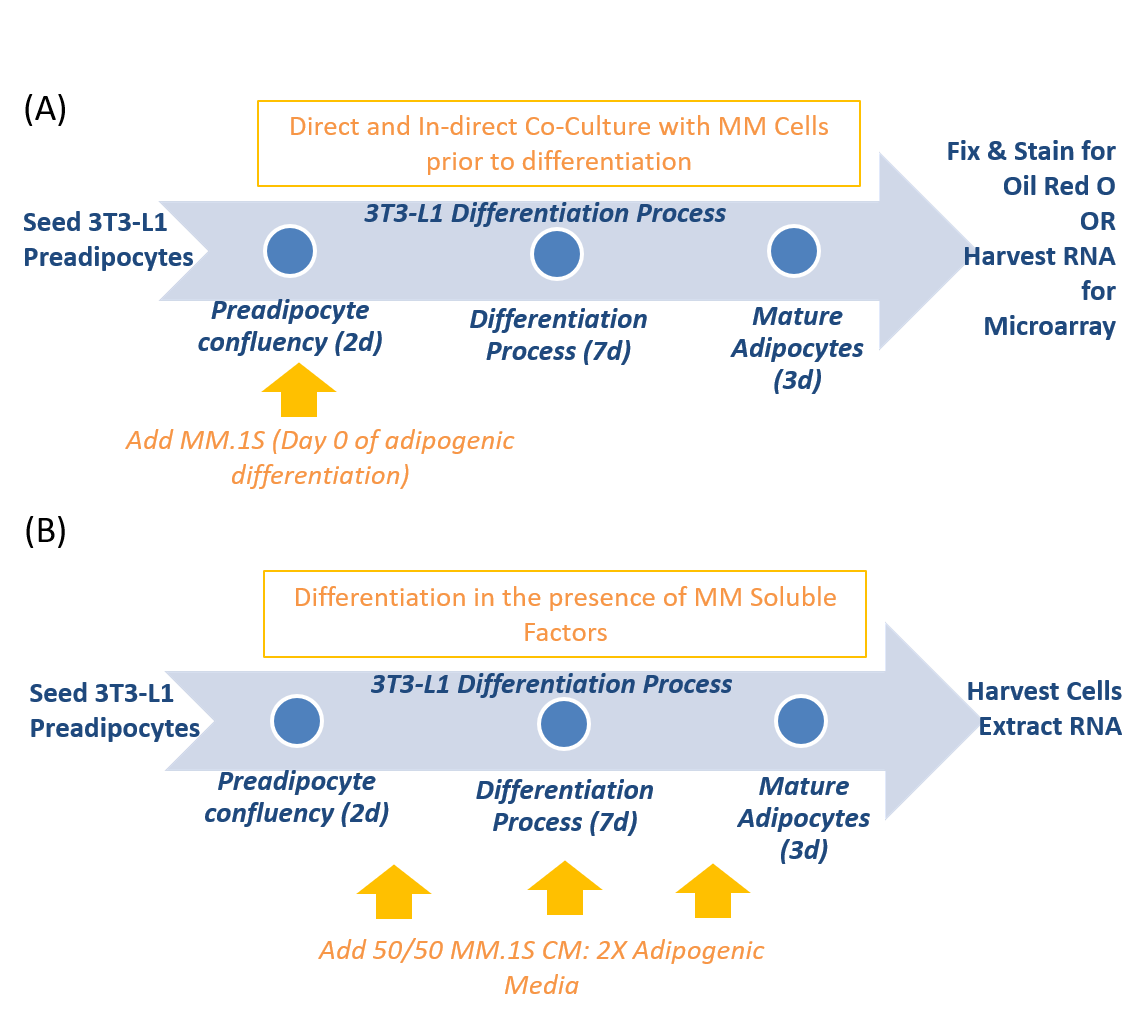
**

**Supplemental Figure 4. Adipogenic differentiation of preadipocytes is inhibited by MM cells.** Experimental design of experiments comparing 3T3-L1 preadipocytes exposed to MM cells for 48 hours prior to differentiation (A). Experimental design of qPCR experiment comparing the differentiation of 3T3-L1 preadipocytes in the presence or absence of MM soluble factors by exposure to myeloma conditioned media (CM) (B).

**Supplemental Figure 5. Characterization of the effects of 5TGM1 soluble factors on 3T3L1 adipogenesis**. 3T3-L1 adipocytes were differentiated after exposure to 5TGM1 cells via transwell (TW) for 48 hours, or in the presence 5TGM1 conditioned media (CM) for 7 days prior to the collection of conditioned media and fixation and staining with Oil Red O (A; scale bar= 300 µm). Lipid content was assessed by oil red-o elution and quantification (B-C). 3T3-L1 adipocytes exhibit no significant differences in cytokine production in response to either (D) 5TGM1 conditioned media administered during differentiation or (E) indirect co-culture of 5TGM1 cells via transwell co-culture prior to differentiation; n=3 experiments. Conditioned media was collected for 48 hours at the end of adipogenic differentiation and assessed via mouse cytokine array.

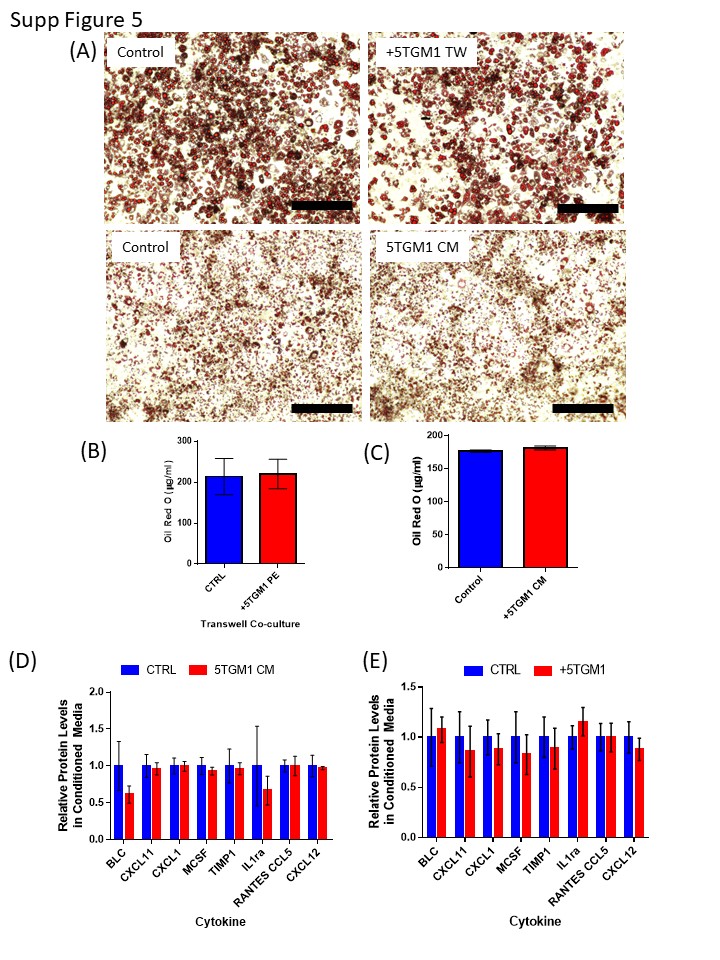

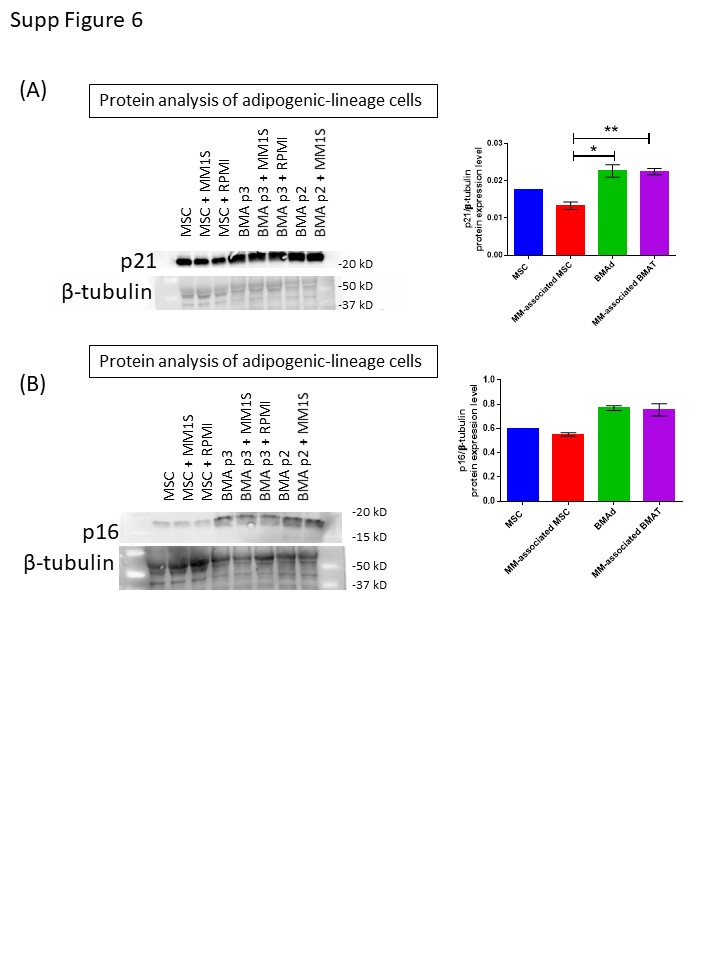

**Supplemental Figure 6. Effects of soluble myeloma-derived factors on senescence-associated markers.** p21(A) and p16 (B) protein levels were assessed in hMSCs exposed to MM.1S cells via transwell, immediately after exposure (MM-associated MSC), or after 21 days of differentiation following pre-exposure with MM.1S cells (MM-associated BMAT). Two-way ANOVA with Tukey’s post-hoc analysis was used to assess significance.

**
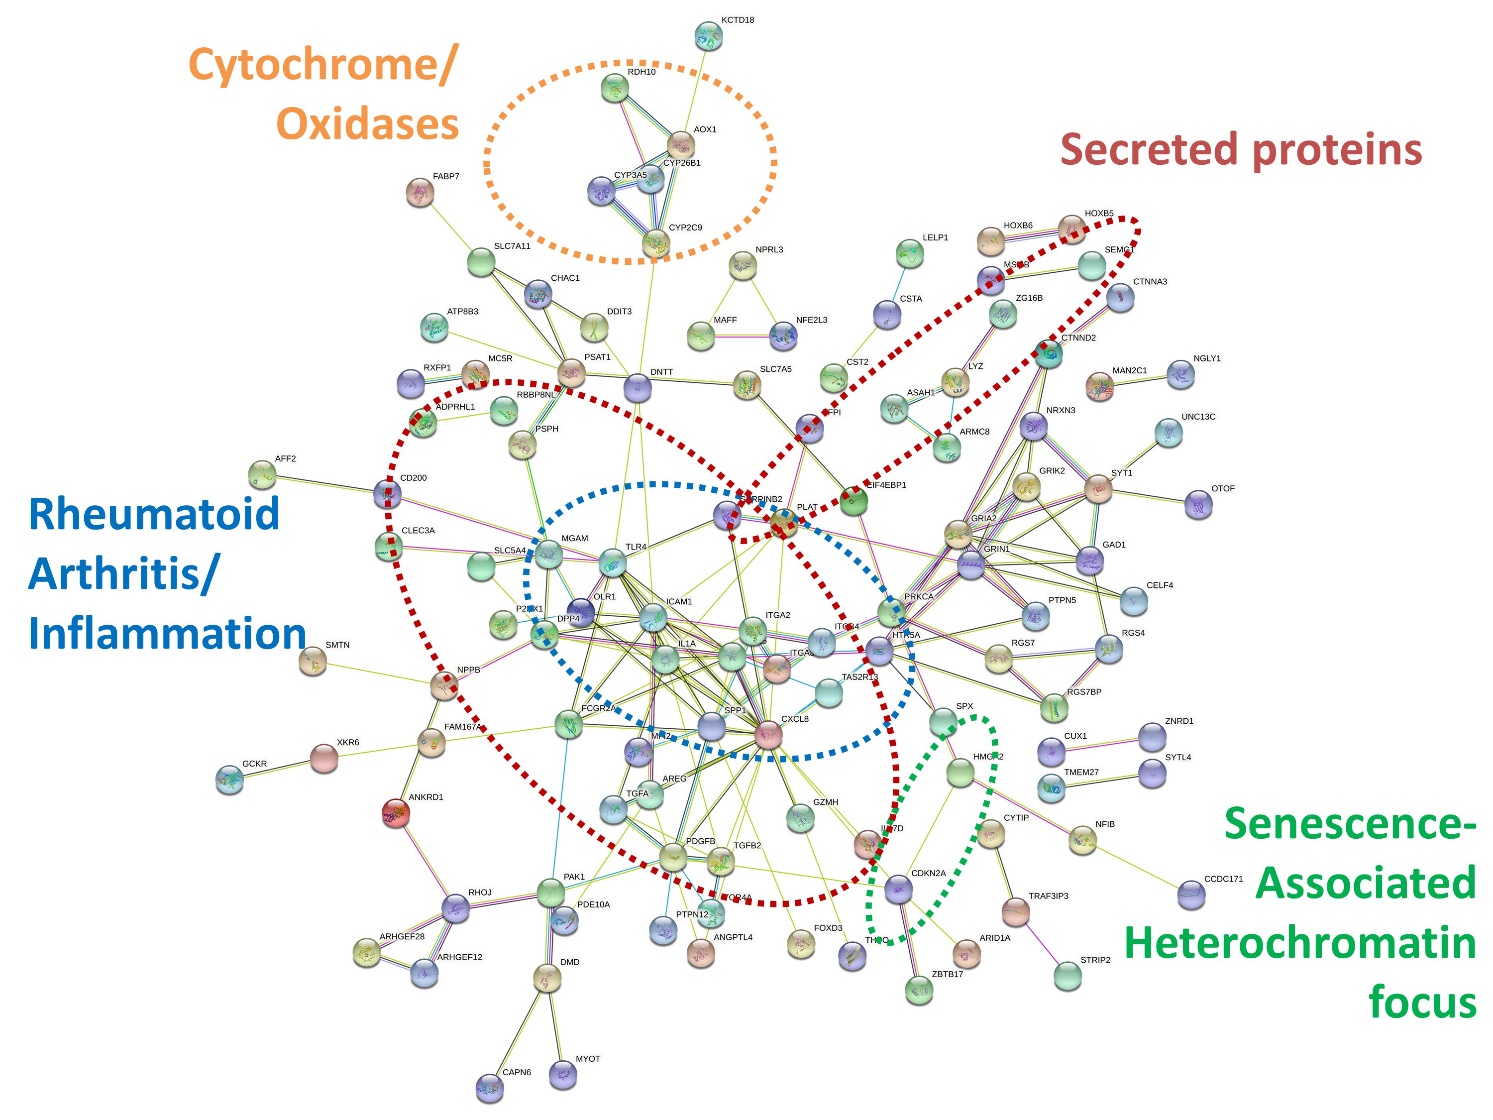
**

**Supplemental Figure 7. Upregulated transcripts in MM-MSCs reveal increased expression of inflammatory cytokines.** String-db analysis of significantly upregulated (p<0.05, FC≥2) transcripts in MM-MSCs compared to NBM-MSCs. Analysis of publicly available data from Corre et al. 2007, *Leukemia*.

**
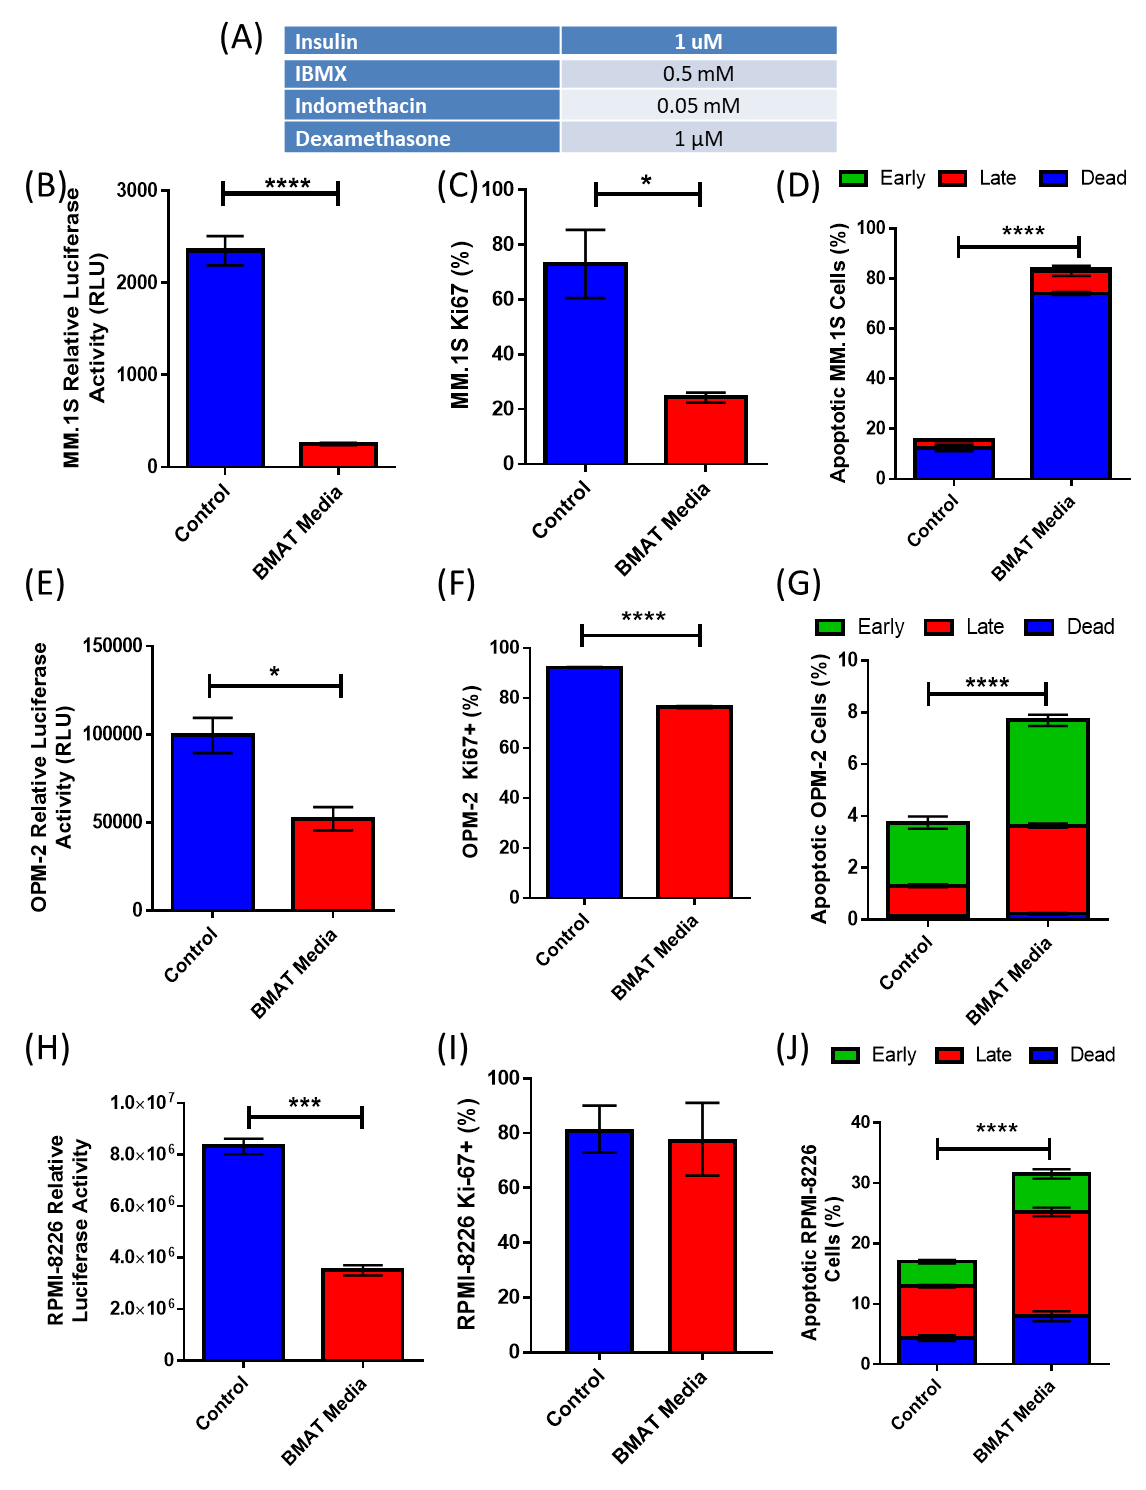
**

**Supplemental Figure 8. Myeloma cell lines are affected by adipogenic differentiation media with implications for co-culture experiments.** Concentrations of various components used in adipogenic differentiation (AD) media (A). Effects of AD on MM.1S^gfp+luc+^ (B-D) cell number (B), proliferation (C), and apoptosis (D); OPM-2^mcherry+luc+^ (E-G) cell number (E), proliferation (F), and apoptosis (G); RPMI-8226 (H-J) cell number (H), proliferation (I), and apoptosis (J). Cell number was assessed by luciferase activity by luciferin spike in for MM.1S and OPM-2, and CellTiter Glo in RPMI-8226. Proliferation and apoptosis were assessed utilizing flow cytometery with Ki67 labeling, and Annexin V/DAPI labeling respectively. *p < 0.05, ***p < 0.001, ****p < 0.0001.

## Supplementary Tables

**Supplementary Table 1.** **Significantly upregulated genes in 3T3-L1 adipocytes exposed to MM.1S cells prior to adipogenic differentiation.** 105 genes were upregulated by a fold-change of >1.5 and met the p-value cutoff of p<0.05.

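The table read here holds 104 rows, each with a probe set's fold change of MM.1S pre-exposed against control 3T3-L1 adipocytes and the p of the methods' ANOVA. The genes of 90 rows could be matched to a named probe set here, and limma called 89 of these higher. *Nkx1-1*, the row whose fold change differed by more than 0.1%, has a fold of 1.56 in the paper's table and 1.19 on the 1 probe set of that name here, which may not be the probe set of the table. It was chosen after its values were seen. Of the 90 genes, 30 had a mean log2 value at or below the background level.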

**Supplementary Table 2:** **Significantly downregulated genes in 3T3-L1 adipocytes exposed to MM.1S cells prior to adipogenic differentiation.** 179 genes were downregulated by a fold-change of <-1.5 and met the p-value cutoff of p<0.05.

How the deposited data were processed for this re-analysis (not part of the article)

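The data are the log2 signals of 5 Clariom S Mouse arrays (Affymetrix), 2 of control 3T3-L1 adipocytes and 3 of 3T3-L1 adipocytes whose preadipocytes had been exposed to MM.1S cells for 48 h through a transwell membrane. Cells of both groups were collected after 7 days of differentiation, as the sample labels state. The deposited log2 values were made by the authors, who imported and normalized the scans in Partek Genomics Suite v. 6.17.0918 by RMA, which corrects the background, brings the arrays to 1 distribution of probe signals and summarises the probes of each transcript cluster. Whether these 5 arrays were normalized alone or with other arrays is not named in the paper's text. The values were read as log2, since the differences between group means gave the fold changes of the paper's Table 2. Of the rows of Supplementary Tables 1 and 2 whose gene is named here, 251 in all, the fold change matched in 250 within 0.1% and so did the p of the methods' test in 250. All 5 arrays were used.

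Each of the 22206 probe sets was kept, with no filter. Gene symbols came from the table of probe sets and genes supplied with the values, checked against a table of current mouse symbols and synonyms. Of the probe sets, 19572 carried 1 symbol, 0 carried several, 0 symbols had to be updated and 2634 had none and are given without a gene. The 19505 genes were each represented in the tests of gene lists by the probe set with the highest mean over the 5 arrays. The background level was the 95th percentile of the mean log2 values of 1450 olfactory, vomeronasal and taste receptor genes.

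The groups were compared in R 4.3.3 with lmFit and eBayes of limma 3.58.1, with the group as the only term and 3 residual degrees of freedom, to which the prior added 2.79. P-values were two-sided and were adjusted by Benjamini and Hochberg over all 22206 probe sets. Higher and lower genes were defined by the thresholds of the paper's methods, an unadjusted p of 0.05 or less and a fold change above 1.5. The one-way ANOVA of the paper's methods, the same test on each probe set alone, was an alternative. SE is the standard error of limma's fit and SD the standard deviation between the arrays of a group.

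There were 31 gene lists. They cover steroid biosynthesis, terpenoid backbone biosynthesis, SREBP regulators and uptake, fatty acid synthesis and desaturation, fatty acid oxidation, glycolysis, oxidative phosphorylation, vacuolar ATPase subunits, cell cycle, mitotic spindle and centrosome genes, DNA replication, ubiquitin mediated proteolysis, protein processing in the endoplasmic reticulum, mTORC1-responsive genes, hypoxia-responsive genes, adipocyte differentiation markers and preadipocyte and fibroblast markers. The others cover extracellular matrix and osteogenesis, the senescence-associated secretory phenotype (SASP), senescence and the p53 pathway, IL-1, TNF and NF-kB responsive genes, acute-phase and complement genes, the BMP and TGF-beta pathway, the interferon response, the integrated stress response, replication-dependent histone genes, markers of plasma and B cells, of macrophages, of endothelial cells and of skeletal and smooth muscle, and the receptor genes that set the background level. Histone genes were written as prefixes of their older names, which were matched through the synonyms once the current names had been seen. Except for the receptor genes, 30 lists were tested with camera at a correlation of 0.01 and adjusted together. Fisher's exact test, two-sided, compared each list's share among the higher or the lower genes with its share among all 19505 genes. It counts genes as independent units, so its p does not measure the spread between arrays. The gene sets of the paper's Pathway-ANOVA and GSEA were not used here.

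The genes to name were, by a rule, every gene that the paper names for this experiment in its text and Table 2, whose published values had been seen beforehand. These were 28 genes, 26 of them with a named probe set, since *Il1rl1* and *Utp14b* have none. The rule also took the 10 genes with the largest change in each direction among those past the study's thresholds, above the background level and with every MM.1S array on the same side of both control arrays, and up to 4 genes per list with the smallest p. The rule gave 123 genes, not all of which are printed. List members past the thresholds that are named beside them, and genes named for a small count, were chosen after their values were seen. Arrays of the groups lay apart for 2642 probe sets upward and 2720 downward, where chance gives 20% of all probe sets in both directions together. For genes chosen by their change or p on these arrays, arrays lying apart is no separate support.

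The alternatives were the methods' ANOVA, eBayes with an intensity trend and a robust prior, leaving out probe sets at or below the background level, quantile normalization once more, median centring of each array, replicate number as a block, array weights, fold-change limits of 1.8 and 2, and leaving out each array in turn. Without a control array, the other control is assumed to vary like the MM.1S arrays. Only the MM.1S group has a replicate 3, so the replicate block fits that array by itself. Fold changes with the block therefore equal those without MM.1S replicate 3, and these 2 alternatives are not separate checks. A fit without an array also has less power, so a gene can miss the thresholds there without a smaller change. For gene lists, the alternatives were an estimated correlation, fry, fgsea 1.28.0, the mean of a gene's probe sets, and overlapping lists with their shared genes taken out.

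The code was tested on simulated values of 22206 probe sets with 2 arrays against 3, of which 200 were given a change. At the study's thresholds limma recovered 89% of the 2-fold and 100% of the 4-fold changes, and after adjustment 37% and 85%. It called 1.23% of the unchanged probe sets. The methods' ANOVA recovered 81% and 98% at the thresholds, and 10% and 43% after adjustment, and called 0.673% of the unchanged. A list of 30 genes given a log2 change of -0.5 had a camera adjusted p of 7.94e-21, and 0.0492 with an estimated correlation, and 0 other lists were called. The simulated probe sets varied independently, so this run could not show how correlation between genes affects the tests of lists. It does show that the estimated correlation raised the adjusted p of a list without such correlation, so failing that setting is no measure of correlation. Tables and plots were made in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9.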

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

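Among the tests of this part, that of the interferon list's mean without MM.1S replicate 3 was chosen only after the result was seen. The 5 gene lists here each passed camera's test in MM-3T3-L1s against controls. They were written after the paper had been read, and 6 higher acute-phase and complement genes, 2 lower preadipocyte markers and 1 higher gene of the BMP pathway are in its Table 2 from these arrays, so the tests of these 3 lists are not independent of its results. Of 53 acute-phase and complement genes, 28 of them above the background level, 12 were higher, 0 were lower and 41 were neither. Those that passed whichever array was left out were *C4a*, *C4b*, *Clu*, *Fgl1*, *Hp*, *Itih4* and *Lcn2*. *Clu*, which encodes the secreted chaperone clusterin, had a log2 fold change of 1.09 (SE 0.16). The list's mean was 0.28, with an adjusted p of 2.90e-05 from camera and 0.136 with an estimated correlation. When adjusted over the list alone 9 genes passed, all higher, against 0 over all genes. With the methods' test 9 were higher, and 2 genes were lower without control replicate 2.

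Of 35 preadipocyte and fibroblast markers, *Igf2*, *Lum*, *Medag*, *Osr1* and *Osr2* were lower, 0 were higher and 30 were neither, with a mean of -0.22. *Medag*, a gene of early adipocyte differentiation, had a log2 fold change of -0.78 (SE 0.13). The adjusted p was 3.31e-04 from camera and 0.173 with an estimated correlation. The count adjusted over the list alone was 5 lower and 1 higher, against 0 over all genes. *Lum*, which encodes lumican, did not pass without control replicate 1 (-0.54), control replicate 2 (-0.88), MM.1S replicate 1 (-0.79) or MM.1S replicate 3 (-0.47). In the BMP and TGF-beta pathway, *Grem1*, *Id1* and *Id3* were higher, *Fst*, *Ltbp1* and *Tgfbi* were lower and 40 of 46 genes were neither. The mean was 0.13, with an adjusted p of 0.0279 from camera and 0.173 with an estimated correlation. It was 0.250 without control replicate 2 and 0.0876 without MM.1S replicate 1. Adjusted over the list alone, 3 genes were higher and 1 was lower, against 0 over all genes. Without control replicate 1, *Ltbp1* (-0.49) and *Tgfbi* (-0.48) did not pass, and without MM.1S replicate 2 neither *Tgfbi* (-0.55) nor *Fst* (-0.59) did, which left 1 lower gene in each case. *Fst*, which encodes follistatin, did not pass without control replicate 2 (-0.28), MM.1S replicate 1 (-0.56) or MM.1S replicate 3 (-0.65) either.

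No macrophage marker passed the study's thresholds, yet the list of 24 genes had a mean log2 fold change of 0.20, with an adjusted p of 0.00238 from camera and 0.173 with an estimated correlation. Only 8 of the 24 lay above the background level, and with dim probe sets left out the adjusted p was 0.0929. Limma counted 1 gene higher and 0 lower at an unadjusted p of 0.05 and any fold change, and 0 adjusted over the list alone or over all genes.

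Interferon response genes had a mean of -0.24 and an adjusted p of 0.00802 from camera, and of 0.666 with an estimated correlation. Camera's adjusted p was 0.643 with the replicate block and 0.102 with dim probe sets left out, so the list did not pass there either. The block takes MM.1S replicate 3 out of the fold changes, so it is not a separate check from leaving out that array. Of 46 genes, *H2-Q1* was higher, *Irf7* was lower and 44 were neither, with 6 lower without control replicate 1 and 0 lower with the methods' test, and 0 passed limma adjusted over the list alone or over all genes, against 2 higher and 2 lower at an unadjusted p of 0.05. The control arrays lay at -0.34 and 0.34 around their mean and the MM.1S arrays at -0.07, -0.03 and -0.62. *Irf7* did not pass without control replicate 2, at -0.61, or without MM.1S replicate 3, at -0.99. *H2-Q1*, whose probes may share targets with other genes of its family, was short of the fold change of 1.5 without control replicate 1 (0.50), MM.1S replicate 2 (0.51) or MM.1S replicate 3 (0.54).

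The weighing of this interferon shift set 1 array and the scale of the values against the exposure. Quantile normalization once more left a mean of -0.21, which argues against unequal value distributions as the whole cause. Without MM.1S replicate 3 the mean was -0.053 with an adjusted p of 0.771, so a candidate explanation is that this array decides the shift. Without control replicate 2 the mean was 0.099, in the other direction, with an adjusted p of 0.294. An effect of the exposure on this list stays open and was not tested apart from these arrays.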

How the results depend on the processing

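All alternatives reported here were planned, and the direction of every called gene in the rule for named genes held under each of them. Of 79 such genes, 70 passed the study's thresholds with the methods' ANOVA, 79 with the trend and robust prior, 71 after quantile normalization, 78 with median centring, 78 with array weights, 76 with the block, and 73 of 73 above the background level. The number was 60 and 61 without control replicate 1 and 2, and without MM.1S replicate 1, 2 or 3, 73, 71 and 75. Of 64 list members past the thresholds outside the rule for named genes, 29 passed with the methods' ANOVA, 64 with the trend and robust prior, 47 after quantile normalization, 63 with median centring, 57 with array weights, 47 with the block, 24 and 35 without control replicate 1 and 2, and 39, 41 and 41 without MM.1S replicate 1, 2 and 3, with 0 reversed. The signal over background limits what can be said of the 38.8% of probe sets at or below 3.58. Where a result below changed, the cause was not tested, except that a higher fold-change limit and fewer probe sets give fewer calls by construction.

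After adjustment, 2 probe sets passed with the methods' ANOVA and 9 with the trend and robust prior, against 0 with limma and under the other alternatives. The methods' ANOVA called 284 at the study's thresholds, 104 higher and 180 lower. A fold-change limit of 1.8 gave 135, with 42 higher and 93 lower, and a limit of 2 gave 75, with 21 and 54. Leaving out dim probe sets gave 121 higher. Leaving out 1 array gave 216 higher without MM.1S replicate 3 to 352 without control replicate 1. The replicate block gave 670, with 275 higher and 395 lower. Its fold changes equal those without MM.1S replicate 3, since the block fits that array by itself. Arrays with the same number had deviations that correlated at -0.0274 and 0.0603, so the numbers were not read as pairs.

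Camera called 19 of 30 lists. Fgsea, the mean of a gene's probe sets and median centring left each list on its side of 0.05, as did leaving out MM.1S replicate 2. The mean of a gene's probe sets could alter few genes, since 19572 named probe sets cover 19505 genes. Median centring moves every fold change by the same amount, so both were weak checks. With an estimated correlation, a setting with little power for these arrays, 0 lists passed. The adjusted p was then 0.136 for steroid biosynthesis, for terpenoid backbone biosynthesis and for fatty acid synthesis, 0.196 for glycolysis, 0.188 for cell cycle, 0.137 for DNA replication, 0.309 for ubiquitin mediated proteolysis and for mTORC1-responsive genes, 0.173 for the SASP and 0.285 for IL-1, TNF and NF-kB responsive genes. Fry, which asks whether a list's genes move 1 way and not whether they differ from other genes, called 7. It gave 0.0690 for glycolysis and for the SASP, 0.103 for cell cycle, 0.0654 for DNA replication, 0.217 for ubiquitin mediated proteolysis, 0.119 for mTORC1-responsive genes and 0.115 for IL-1, TNF and NF-kB responsive genes. The adjusted p from fry was 0.0513 for mitotic spindle and centrosome genes and 0.0654 for hypoxia-responsive genes. For the BMP and TGF-beta pathway it was 0.0510, for macrophage markers 0.0912 and for the interferon response 0.646.

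With dim probe sets left out, the adjusted p was 0.0371 for oxidative phosphorylation, 0.0934 for ubiquitin mediated proteolysis and 0.423 for mTORC1-responsive genes. After quantile normalization it was 0.253 for ubiquitin mediated proteolysis and 0.454 for mTORC1-responsive genes, and with the block 0.107 and 0.109. The mTORC1-responsive genes without the genes of lipid synthesis had 0.406.

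When 1 array was left out, the adjusted p ranged from 0.0402 (without MM.1S replicate 3) to 0.892 (control replicate 2) for oxidative phosphorylation, from 0.00150 to 0.111 (MM.1S replicate 3) for ubiquitin mediated proteolysis, from 0.0270 (control replicate 1) to 0.458 for protein processing in the endoplasmic reticulum, from 0.0153 to 0.294 (control replicate 2) for mTORC1-responsive genes, from 1.69e-08 to 0.0727 (control replicate 1) for IL-1, TNF and NF-kB responsive genes, and from 1.18e-07 to 0.771 (MM.1S replicate 3) for the interferon response, whose mean changed sign without control replicate 2, at 0.294.

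For enrichment, the adjusted p of Fisher's exact test ranged from 4.08e-05 to 0.166 (control replicate 1) for terpenoid backbone biosynthesis among lower genes, from 3.20e-06 to 0.0991 (control replicate 1) for fatty acid synthesis and desaturation among lower genes, from 2.15e-05 to 0.244 (MM.1S replicate 2) for glycolysis among lower genes, from 0.0370 (control replicate 1) to 1 for cell cycle among lower genes, and from 0.0519 (MM.1S replicate 3) to 1 for DNA replication among lower genes, where without control replicate 2 too few genes were called for any enrichment. With the methods' ANOVA, DNA replication had 0.125. For the senescence-associated secretory phenotype among higher genes it ranged from 1.05e-08 to 0.0897 (control replicate 1).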

Differences from the paper's values

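The tests of this part were planned. At an unadjusted p of 0.05 or less and a fold change above 1.5, the paper's number of upregulated transcripts is 105 and limma called 202. With the methods' one-way ANOVA, set before the data were examined as an alternative and named by the paper's methods, the number was 104, within 1.5 times the paper's. With dim probe sets left out, limma called 121, also within 1.5 times. That count is over 13587 probe sets, while the paper's covers all 22206. Of the 104, 34 lay at or below the background level, so 121 and 105 are not like for like. The number was 207 with the trend and robust prior, 187 after quantile normalization, 199 with median centring, 275 with the replicate block and 220 with array weights, all more than 1.5 times the paper's. The same holds of 352 without control replicate 1, 273 without control replicate 2, 284, 301 and 216 without MM.1S replicate 1, 2 and 3.

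The paper's number of downregulated transcripts is 179 and limma called 320. The methods' ANOVA gave 180, within 1.5 times the paper's. The number was 332 with the trend and robust prior, 278 with dim probe sets left out, 288 after quantile normalization, 341 with median centring, 395 with the replicate block and 335 with array weights, all more than 1.5 times the paper's. So were 415 and 301 without control replicate 1 and 2, and 344, 360 and 321 without MM.1S replicate 1, 2 and 3.

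The paper lists oxidative phosphorylation and protein processing in the endoplasmic reticulum among its altered KEGG pathways (Table 3). The lists for them here did not pass camera, with adjusted p-values of 0.319 and 0.0963. Oxidative phosphorylation passed with dim probe sets left out (0.0371) and without MM.1S replicate 3 (0.0402), and protein processing passed without control replicate 1 (0.0270). Both lists had means on the paper's side of 0, at 0.024 and -0.05. Steroid biosynthesis, terpenoid backbone biosynthesis, cell cycle, DNA replication and ubiquitin mediated proteolysis, which the same table lists as lower, passed camera as lower here, with mean folds of -1.44, -1.28, -1.09, -1.14 and -1.06. With an estimated correlation none of these 5 lists passed, at adjusted p-values of 0.136, 0.136, 0.188, 0.137 and 0.309, and with fry the last 3 did not, at 0.103, 0.0654 and 0.217. Ubiquitin mediated proteolysis did not pass either with dim probe sets left out (0.0934), after quantile normalization (0.253), with the block (0.107) or without MM.1S replicate 3 (0.111). The block also takes MM.1S replicate 3 out of the fold changes, so the last 2 are not separate checks. The paper's test and gene sets were others.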

Other observations

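The tests of the dim higher probe sets were written before their results were seen, and those of the sterol genes and of other splits of the arrays were chosen only afterwards. Of 71 genes of the extracellular matrix and osteogenesis, 20 were lower in MM-3T3-L1s, 3 were higher and 48 were neither, with a mean log2 fold change of -0.30. The lower genes *Aspn*, *Fmod*, *Ogn* and *Postn* passed whichever array was left out, as did *Prg4*, which encodes lubricin and had -1.45 (SE 0.15). The higher genes were *Emilin1* and, below the background level, *Cilp* and *Sp7*. There were 13 lower genes and 1 higher without control replicate 1, with *Emilin1* at 0.41, *Sp7* at 0.58 and *Cilp* at 0.71 not past the study's thresholds. Nor did *Cilp* pass without control replicate 2 (0.50), MM.1S replicate 1 (0.54) or MM.1S replicate 3 (0.49), or *Emilin1* without MM.1S replicate 3 (0.51). The adjusted p was 3.61e-07 from camera and 0.136 with an estimated correlation, and 19 genes were lower and 1 higher adjusted over the list alone, against 0 over all genes. Fisher's exact test among the lower genes gave an odds ratio of 27.6 (adjusted p = 1.17e-18), but 3 of the 20 are genes of the paper's Table 2. Of the 71, 18 were lower and 1 was higher with the methods' test.

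Markers of differentiated adipocytes did not pass as a list. Of 40, only *Retn*, which encodes resistin, was lower, 0 were higher and 39 were neither, and the methods' test called 0. Without control replicate 1, 2 were higher. *Fabp4* had a log2 fold change of 0.32 (SE 0.11), *Cebpb* 0.37 (SE 0.13), *Dgat2* 0.43 (SE 0.15) and *Aqp7* 0.54 (SE 0.17), all short of the fold change of 1.5. The list's mean was 0.035 and its median 0.12, and the arrays of the groups did not lie apart, with the controls at 0.073 and -0.073 around their mean and the MM.1S arrays at 0.087, 0.062 and -0.045. Camera's adjusted p was 0.124, with 0.0160 when dim probe sets were left out, 0.0334 after quantile normalization and, when 1 array was left out, 0.00485 without control replicate 1 and 0.0407 without MM.1S replicate 3 up to 0.892 without control replicate 2. In the integrated stress response, *Atf3* was higher, *Aldh1l2*, *Ddit4* and *Slc1a4* were lower and 38 of 42 genes were neither. The methods' test called 1 lower and 1 higher, and 3 were higher without MM.1S replicate 3. Its mean was 0.059 and its adjusted p 0.200, which was 0.0321 after quantile normalization and 0.0407 without MM.1S replicate 3. Without control replicate 1, *Retn* (-0.47), *Atf3* (0.51), *Aldh1l2* (-0.73), *Ddit4* (-0.28) and *Slc1a4* (-0.52) did not pass. The same was so without control replicate 2 for *Retn* (-0.79) and *Aldh1l2* (-0.48), without MM.1S replicate 1 for *Aldh1l2* (-0.42) and *Ddit4* (-0.80), without MM.1S replicate 2 for *Retn* (-0.70), *Aldh1l2* (-0.61) and *Ddit4* (-0.56), and without MM.1S replicate 3 for *Retn* (-0.43) and *Ddit4* (-0.70).

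Of 57 replication-dependent histone genes, 0 passed the study's thresholds and 1 was higher at an unadjusted p of 0.05 with limma. Their mean was -0.010, their median 0.0016 and camera's direction lower, so these differ in sign, with an adjusted p of 0.709. Of 17 markers of plasma and B cells, 4 lay above the background level and 0 passed, with an adjusted p of 0.134. Of 22 endothelial markers, 5 lay above that level, *S1pr1* and, with a mean below that level, *Ecscr* were lower and 20 were neither, with an adjusted p of 0.283, and 0.0178 without control replicate 1. Of 34 muscle markers, *Ttn* was higher, *Myh8* was lower and 32 were neither, with an adjusted p of 0.805. Neither passed the methods' test, and both lay below the background level. *Ttn* did not pass without control replicate 2, at 0.25, or without MM.1S replicate 1, MM.1S replicate 2 or MM.1S replicate 3, at 0.62, 0.53 and 0.63, and *Myh8* did not pass without control replicate 1 (-0.37) or those same arrays (-0.51, -0.81 and -0.79). Of the 1450 receptor genes, 14 were higher and 2 were lower, with a mean of 0.10, and 0.034 after quantile normalization.

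At or below the background level lay 38.8% of all probe sets, 40.1% of the higher ones and 13.4% of the lower ones. The gap thus came from few dim probe sets among the lower calls. Higher probe sets lay nearer the background level than lower ones, with an odds ratio of 4.30 (Fisher's exact test, 95% interval 2.76 to 6.78). Without MM.1S replicate 3, whose values spread least, it was 3.30 (2.14 to 5.15), which argues against that array as the whole cause. It was 1.46 (1.02 to 2.10) without control replicate 2. After quantile normalization once more it was 1.11 (0.703 to 1.74), so unequal value distributions may account for the pattern, though that step would also remove a real shift of dim genes. Chance calls near the background stay open too, since in other splits of the arrays the dim share ran from 12.5% to 77.4% and the real 40.1% lay within it.

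The lower sterol genes could follow from a smaller share of differentiated adipocytes. The adipocyte markers above the background level argue against this, with a median of 0.12 where the steroid biosynthesis list had -0.45. The 95% bootstrap interval of that median, 0.046 to 0.15, describes the spread between marker genes and not between cultures. As a whole, the marker list lay at 0.087, 0.062 and -0.045 on the MM.1S arrays and at 0.073 and -0.073 on the controls, so the groups overlapped. Leaving out 1 array kept the mean of the steroid biosynthesis list between -0.59 and -0.46, which argues against 1 array as the cause of its shift. Only 1 of 10 splits, the real one, gave a mean difference as large, at -0.53 against 0.38 for the highest other, and the splits are too few for a share under 0.05. An effect of the exposure on sterol synthesis itself stays open as a hypothesis found and tested on the same arrays.

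The number of probe sets past the study's thresholds was 522 in the real split and 391 in the highest of the other splits. Only 1 of 10 splits, the real one, thus reached that number, and the splits are too few for a share under 0.05.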
